# Integrated analyses of zebrafish miRNA and mRNA expression profiles identify miR-29b and miR-223 as potential regulators of optic nerve regeneration

**DOI:** 10.1186/s12864-015-1772-1

**Published:** 2015-08-12

**Authors:** Paula I. Fuller-Carter, Kim W. Carter, Denise Anderson, Alan R. Harvey, Keith M. Giles, Jennifer Rodger

**Keywords:** Zebrafish, microRNA, mRNA, Optic nerve, Regeneration, CNS

## Abstract

**Background:**

Unlike mammals, zebrafish have the ability to regenerate damaged parts of their central nervous system (CNS) and regain functionality of the affected area. A better understanding of the molecular mechanisms involved in zebrafish regeneration may therefore provide insight into how CNS repair might be induced in mammals. Although many studies have described differences in gene expression in zebrafish during CNS regeneration, the regulatory mechanisms underpinning the differential expression of these genes have not been examined.

**Results:**

We used microarrays to analyse and integrate the mRNA and microRNA (miRNA) expression profiles of zebrafish retina after optic nerve crush to identify potential regulatory mechanisms that underpin central nerve regeneration. Bioinformatic analysis identified 3 miRNAs and 657 mRNAs that were differentially expressed after injury. We then combined inverse correlations between our miRNA expression and mRNA expression, and integrated these findings with target predictions from TargetScan Fish to identify putative miRNA-gene target pairs. We focused on two **over-expressed** miRNAs (miR-29b and miR-223), and functionally validated seven of their predicted gene targets using RT-qPCR and luciferase assays to confirm miRNA-mRNA binding. Gene ontology analysis placed the miRNA-regulated genes (*eva1a, layna, nefmb, ina, si:ch211-51a6.2, smoc1, sb:cb252*) in key biological processes that included cell survival/apoptosis, ECM-cytoskeleton signaling, and heparan sulfate proteoglycan binding,

**Conclusion:**

Our results suggest a key role for miR-29b and miR-223 in zebrafish regeneration. The identification of miRNA regulation in a zebrafish injury model provides a framework for future studies in which to investigate not only the cellular processes required for CNS regeneration, but also how these mechanisms might be regulated to promote successful repair and return of function in the injured mammalian brain.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1772-1) contains supplementary material, which is available to authorized users.

## Background

The regenerative capacity of the CNS in adult mammals is limited, with minimal axonal re-growth, death of damaged neurons and long-term loss of function [1]. By contrast, fish have the remarkable ability to repair most functional components of the CNS [2, 3] making them a valuable model in which to identify key molecular mechanisms involved in neural regeneration [4–6]. Anamniotes (eg fish) and amniotes (eg mammals) have a high degree of conservation at the level of both nucleotide sequence and amino acid functional domains, resulting in similar molecular and cellular processes in neural development and function of both clades. Therefore, it is possible that genes required for successful CNS regeneration are present in both fish and mammals, but that key regulatory differences in the expression of these genes underpin the differing levels of neuronal survival and axonal regeneration in different species.

MicroRNAs (miRNAs) are an extensive subclass of regulatory non-coding RNAs that repress gene expression at a post-transcriptional level by affecting mRNA translation and stability [7].  miRNAs have been implicated in many aspects of development and homeostatic pathways, with their actions often becoming more pronounced under conditions of physiological or pathological stress [8]. miRNAs are highly abundant in the CNS, which is perhaps unsurprising given the cellular and transcriptional complexity of this tissue [9]. The high degree of conservation of miRNAs across species, combined with their ability to target multiple genes, make them a likely regulator in fundamental processes, such as the ability to regenerate neural pathways in the CNS [10, 11].

To gain further insight into the regulatory mechanisms activated following a CNS lesion, the present study sought to identify miRNA(s) that were altered in zebrafish retina after an optic nerve (ON) crush. This model provides easy access to CNS-derived retinal ganglion cells (RGCs) and their axons that connect with the **optic tectum**, thereby allowing examination of both cell survival and axonal repair. Similar tissue structure across species has allowed comparison between ON injury in a variety of vertebrate species (e.g. mammals, reptiles, amphibians, fish) as a means to investigate the molecular basis of CNS regeneration [12–15]. The most dynamic gene changes occur approximately 3–4 days post injury suggesting that this phase is a critical point that sets the scene for successful regeneration or failure [12, 13]. During this period in zebrafish, previous studies have suggested that the injured RGCs are geared towards maintaining and enhancing survival whilst simultaneously preparing for axonal outgrowth [13, 16, 17].

In this study we performed a bioinformatic integration of mRNA and miRNA expression profiles of the zebrafish retina 3 days after injury, with the experimental outline represented in Fig. 1. We assessed changes in miRNA expression within the same RNA pool used for mRNA profiling as means of increasing the likelihood of finding true biological miRNA-gene relationships. The integration of these lists revealed three miRNAs that were significantly over-expressed after injury. We focused on two of these, miR-29b and miR-223, and validated seven of their target genes that were under-expressed in our dataset. Our results identified apoptotic signalling, cytoskeletal dynamics and extracellular matrix interactions as key processes activated in zebrafish following regeneration. Our data suggest that miRNAs are potential molecular targets that may be used to regulate these multiple processes in an orchestrated fashion to promote CNS regeneration.

**Fig. 1:**
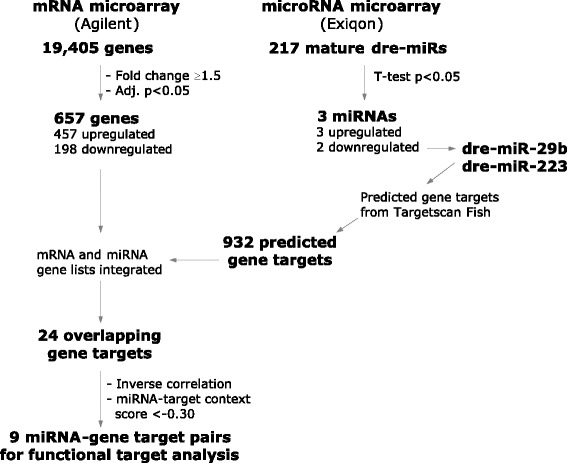
Schematic of experimental outline. Schematic flow diagram of procedures used to identify inversely correlated putative target genes of the differentially expressed miRNAs

## Results

### Injury-induced changes in gene expression and pathways

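Retinal RNA was measured on 8 one-colour Agilent zebrafish expression arrays, 4 for control pools and 4 for crush pools taken 3 days after the crush. Each pool held the retinae of 4 fish, and the control pools came from intact fish that had no operation. The deposited scanner files give, for each spot, the median fluorescence intensity and the median intensity of its local background, without correction between arrays. The authors corrected the background with a normal-exponential convolution model, applied quantile normalisation and used the limma package. Here limma's normexp correction with an offset of 0, quantile normalisation and limma's test were applied to the scanner intensities, whereas the authors' log2 values had been made with an offset of 16 and with the control spots included. Control spots and the spots that the scanner software had marked as outliers were left out before the quantile normalisation, and spots of the same probe were averaged on the log2 scale. The median spot intensity was 177.5, 194.5, 153 and 185.5 on control arrays 1 to 4, and 183, 181.5, 190 and 193 on crush arrays 1 to 4, over a median background of 17 to 19. Between 72.5% and 84% of the spots were well above background, by the test of the scanner software, on the control arrays and between 76.6% and 77.8% on the crush arrays, and no spot was saturated. Array-to-array correlations of the log2 values within a group lay between 0.979 and 0.991 (Pearson's r across probes), and no pair of arrays held identical values. Correlations between arrays of different groups lay between 0.972 and 0.985, so that the 2 ranges overlap. Control array 4 correlated more closely with crush array 1 than with any other control array. A total of 43601 probes with at least 2 values in each group were tested with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment. Probes passed when they changed at least 1.5-fold either way, a log2 fold change of 0.585, with an adjusted p of at most 0.05, which are the thresholds given in the paper's methods. Gene symbols were taken from the RefSeq accessions of the probes, or from the identifiers that the paper pairs with a name, and 25621 of the 43603 probes (58.8%) received one. Where a gene has several probes, its value is that of the probe with the highest mean signal over the 8 arrays. All control arrays were on 1 slide and all crush arrays on another, so that the slides and the groups coincide. The tests, thresholds, gene lists and alternative settings, apart from those said to have been added later, were chosen before the data were examined. The number of arrays limits the precision of every value.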

To assess the changes in gene expression after an optic nerve crush injury, we examined mRNA from whole zebrafish retinae 3 days after injury. 

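After quantile normalisation, 1201 probes passed both thresholds in limma's moderated test, 825 with a higher and 376 with a lower signal after crush. They stood for 947 genes, of which 568 had a gene symbol. At an unadjusted p of 0.05 and the same fold change, 2996 probes would have passed. All 825 higher and all 376 lower probes had no overlap between the 4 control and the 4 crush values. Of the called probes, 112 were not well above background on any array of 1 of the groups, so that the size of their fold change is uncertain, and a further 41 were not well above background on any array of either group. An absolute log2 fold change of 1.5 left 227 probes and 157 genes, and scaling each array to its median log2 value gave 2380 probes and 1972 genes. Leaving out control pool 1, 2, 3 or 4 gave 776, 695, 527 and 1530 probes, and leaving out crush pool 1, 2, 3 or 4 gave 844, 477, 485 and 791.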

Using an absolute log_2_-fold change cut-off of 1.5 and an adjusted *p*-value of ≤0.05, 804 transcripts were identified as differentially expressed between uninjured (control) and injured (crush) tissue and this equated to 657 genes (Additional file 1: Figure S1). Of these, 459 genes were over-expressed due to nerve injury, whilst 198 genes were under-expressed. 

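By the rule that a single passing probe is enough, 603 genes were over-expressed and 346 under-expressed, and 2 genes, cdc45 and gjc4b, were counted in both directions because their probes moved apart. Both were singled out after their values were seen: the brightest probe of cdc45 rose by 1.38 on the log2 scale (adjusted p = 0.0131 from limma) and its other probe fell by 1.03 (adjusted p = 0.0184), and the brightest probe of gjc4b rose by 0.74 (adjusted p = 0.0434) while another of its probes fell by 0.81 (adjusted p = 0.0235). With any 1 pool left out the brightest probe of gjc4b no longer passed (adjusted p from 0.0633 to 0.126). With the mean of a gene's probes as its value, 469 genes were over-expressed and 247 under-expressed. Over the sets of 7 arrays, from 262 genes without crush pool 2 to 781 without control pool 4 were over-expressed, and from 103 to 449 under-expressed in the same sets. The split between the directions changed with the scaling. Higher signal after crush accounted for 68.7% of the called probes after quantile normalisation, for 49.4% after median scaling, and for 44.7% when the background-corrected signal of the scanner software was scaled to the 75th percentile of each array. That last scaling moved the median log2 fold change of all probes from -0.01 to -0.12, and its 496 over-expressed and 810 under-expressed genes are counted without taking this shift out. None of the 1201 probes passed in the opposite direction under any normalisation, filter or set of 7 arrays that was tried.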

The microarray data are available from the Gene Expression Omnibus GSE70261, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70261, and full analyses provided in the Additional Files. The top over- and under-expressed genes, ranked by a combination of *p*-value and absolute log fold change ≥1.5, are listed in Tables 1 and 2 respectively.

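Of the 27 names in Table 1, 23 were matched to 24 genes of the array, and 23 of these genes were over-expressed. All 24 had a higher signal in every crush pool than in every control pool (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 pools allow), with log2 fold changes from 0.42 to 6.16. An adjusted p of at most 0.05 was reached by 23 of them over all probes and by 24 when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. The signal of cremb rose from 6.47 ± 0.09 (log2, SD, n = 4 pools) in control to 11.08 ± 0.55 (n = 4) in crush pools, a log2 fold change of 4.61 with a standard error of 0.25 (adjusted p = 0.000323 from limma). For atf3 the log2 fold change was 3.78 with a standard error of 0.29 (adjusted p = 0.000896). The gene symbol txn is a synonym of both txna and txnb, and of these txnb rose by 2.34 (standard error 0.14, adjusted p = 0.00039) and txna by 0.42 (standard error 0.13, adjusted p = 0.123), which did not pass. The probe of b3gnt2 was not well above background on any control array. Its fold change is therefore given as a lower bound, the mean of the crush arrays against the mean over the control arrays of the lowest signal that was well above background on each array, or the probe's own signal where that was higher. By this bound b3gnt2 was at least 5.76-fold higher after crush. The bound holds for this processing only. Under the 11 other ways of processing the fitted log2 fold change, which rests on control signals near the background, ran from 1.46 to 4.66. Of the 28 names in Table 2, 26 were matched, and 25 of these genes were under-expressed by their brightest probe, with no overlap between the groups for any of the 26. For isl2b the log2 fold change was -2.57 with a standard error of 0.25 (adjusted p = 0.00167), and for irx4a it was -2.78 with a standard error of 0.37 (adjusted p = 0.00672). For ca4a the brightest probe did not pass, with a log2 fold change of -0.38 (standard error 0.10, adjusted p = 0.0909), whereas its other probes did, at -1.57 (adjusted p = 0.00118) and -1.10 (adjusted p = 0.00332). The probe of si:dkeyp-110e4.11 was not well above background on any crush array and was at least 2.98-fold lower after crush by such a bound. Its fitted log2 fold change, which rests on crush signals near the background, ran from -3.10 to -0.78 under the other ways of processing. The remaining names of the 2 tables were not matched to a probe and are not analysed here.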

**Table 1:** Top upregulated genes after optic nerve crush

Ensembl ID	Gene symbol	Gene name	Fold change	adjusted *p*-value	GO process or function^a^
ENSDART00000081039	sb:cb252	sb:cb252	52.9	0.000065	Associated with mitochondria
ENSDART00000025036	gap43	Growth associated protein 43	33.9	0.000161	Tissue regeneration
ENSDART00000140944	cremb	cAMP responsive element modulator b	20.8	0.000065	DNA-dependent transcription
ENSDART00000022060	atf3	Activating transcription factor 3	13.5	0.000279	DNA-dependent transcription
ENSDART00000101970	CU571382.1	Uncharacterised protein	10.7	0.000151	
ENSDART00000126441	lepa	Leptin a	9.8	0.000161	Nervous system development
ENSDART00000110691	wnt6b	Wingless-type MMTV integration site family, member 6b	14.6	0.000690	wnt receptor signaling; neuron differentiation
ENSDART00000127420	mdp1	Magnesium-dependent phosphatase 1	6.6	0.000065	Protein tyrosine phosphatase activity
ENSDART00000105597	si:ch211-129c21.1	si:ch211-129c21.1	9.7	0.000279	Multicellular organismal development
ENSDART00000062845	mmp9	Matrix metalloproteinase 9	11.1	0.000558	Proteolysis
ENSDART00000060765	BX323876.3	Brain natriuretic peptide-like	9.7	0.000396	Inflammatory response
ENSDART00000077197	tmsb	Thymosin, beta	11.1	0.000801	Organization of cytoskeleton
ENSDART00000034377	cpa5	Carboxypeptidase A5	10.5	0.000690	Proteolysis
ENSDART00000064789	txn	Thioredoxin	5.0	0.000065	Cell redox homeostasis
ENSDART00000033494	klf6a	Kruppel-like factor 6a	4.7	0.000065	Optic nerve formation
ENSDART00000064509	stmn4l	Stathmin-like 4, like	5.8	0.000161	Regulation of microtubule (de)polymerization
ENSDART00000129989	C14HXorf65	Chromosome X open reading frame 65	5.0	0.000100	
ENSDART00000144946	adcyap1b	Adenylate cyclase activating polypeptide 1b	7.3	0.000409	Brain development
ENSDART00000020673	f3a	Coagulation factor IIIa	5.5	0.000161	Blood coagulation; integral to membrane functioning
ENSDART00000133512	fosl1b	FOS-like antigen 1b	6.6	0.000409	DNA-dependent transcription
ENSDART00000045410	thy1	Thy-1 cell surface antigen	4.8	0.000161	Organization of cytoskeleton; focal adhesion
ENSDART00000123518	tuba1	Tubulin, alpha 1	4.7	0.000161	Optic nerve formation; regulation of microtubule processes
ENSDART00000101424	nefma	Neurofilament, medium polypeptide a	4.5	0.000161	Organization of cytoskeleton
ENSDART00000121861	prph	Peripherin	10.0	0.002781	Organization of cytoskeleton; tissue regeneration
ENSDART00000082153	itga6a	Integrin, alpha 6a	5.4	0.000409	Cell adhesion membrane functioning; integrin signalling
ENSDART00000129227	b3gnt2	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 2	4.8	0.000279	Protein glycosylation
ENSDART00000141068	sox11b	SRY-box containing gene 11b	5.2	0.000381	Neuron differentiation; response to wounding

Ranked by combined –log_10_ *p*-value and ≥1.5 absolute fold change

^a^GO terms determined by ZFIN and Uniprot databases

**Table 2:** Top downregulated genes after optic nerve crush

Ensembl ID	Gene symbol	Gene name	Fold change	Adjusted *p*-value	GO process or function^a^
ENSDART00000055936	isl2b	islet2b	0.18	0.000315	DNA-dependent transcription
ENSDART00000137322	kcnip3	Kv channel interacting protein 3, calsenilin	0.29	0.000151	Potassium channel activity; neuronal apoptotic processes
ENSDART00000051693	irx4a	Iroquois homeobox protein 4a	0.15	0.002945	DNA-dependent transcription
ENSDART00000082745	emb	Embigin	0.26	0.001049	Cell adhesion; integral to membrane functioning
ENSDART00000090267	scn4ba	Sodium channel, voltage-gated, type IV, beta a	0.28	0.000848	Voltage-gated sodium channel activity
ENSDART00000052338	irx4b	Iroquois homeobox protein 4b	0.24	0.001560	DNA-dependent transcription
ENSDART00000052802	calb2b	Calbindin 2b, (calretinin)	0.26	0.001408	Calcium ion binding; neuronal excitability
ENSDART00000027398	kcna2	Potassium voltage-gated channel, Shaker-related subfamily, member 2	0.33	0.000641	Potassium ion transport; synaptic transmission
ENSDART00000067514	rbpms2a	RNA binding protein with multiple splicing 2a	0.36	0.000558	Nucleotide binding
	Unknown	Unknown	0.44	0.000407	
ENSDART00000018351	zgc:65851	Paralog of internexin neuronal intermediate filament protein, alpha	0.28	0.001732	Neurofilament cytoskeleton organization
ENSDART00000134832	rbpms2b	RNA binding protein with multiple splicing 2b	0.42	0.000690	Nucleic acid binding
ENSDART00000114765	kcnd1	Potassium voltage-gated channel, Shal-related subfamily, member 1	0.42	0.000917	Potassium ion transport; synaptic transmission
ENSDART00000113796	cacnb3b	Calcium channel, voltage-dependent, beta 3b	0.42	0.001316	Calcium ion transmembrane transport
ENSDART00000064012	ca4a	Carbonic anhydrase IV a	0.52	0.000690	Carbonate dehydratase activity; zinc ion binding
ENSDART00000113081	gpr158	G-protein coupled receptor 158	0.51	0.000947	G-protein coupled receptor activity
ENSDART00000124112	pou4f2	POU domain, class 4, transcription factor 2	0.30	0.006744	DNA-dependent transcription
ENSDART00000031167	tfap2d	Transcription factor AP-2 delta	0.43	0.001926	DNA-dependent transcription
ENSDART00000031091	vsnl1a	Visinin-like 1a	0.45	0.001678	Calcium ion binding
ENSDART00000077838	ryr3	Ryanodine receptor 3	0.51	0.001445	Calcium ion transmembrane transport
ENSDART00000098599	si:ch211-151 h10.2	Uncharacterised protein	0.44	0.002573	
ENSDART00000127084	LOC100537452	Uncharacterized protein	0.45	0.002423	
ENSDART00000084303	kcnq3	Potassium voltage-gated channel, KQT-like subfamily, member 3	0.45	0.002495	Potassium ion transport; synaptic transmission
ENSDART00000055281	kcnc3b	Potassium voltage-gated channel, Shaw-related subfamily, member 3b	0.53	0.001560	Potassium ion transport; synaptic transmission
ENSDART00000126365	smoc1	SPARC related modular calcium binding 1	0.41	0.004141	Extracellular matrix; calcium ion binding
ENSDART00000090092	ank1	Ankyrin 1, erythrocytic	0.43	0.003530	Cytoskeletal adaptor activity
ENSDART00000023562	syt2	Synaptotagmin 2	0.50	0.002264	Calcium ion binding; synaptic transmission
ENSDART00000105932	si:dkeyp-110e4.11	Uncharacterised protein	0.43	0.004012	

Ranked by combined –log_10_ *p*-value and ≥1.5 absolute fold change

^a^GO terms determined by ZFIN and Uniprot databases

To determine the biological and functional implications of these expression changes by analysing over- versus under-expressed genes separately, we performed GO analysis and functional enrichment on our differentially expressed genes using WebGestalt and IPA, respectively. Figures 2 and 3 show the trimmed enriched GO terms for over- and under-expressed genes. Additional file 2: Table S1 and Additional file 3: Table S2 contain the untrimmed enriched GO terms, including IDs and *p*-values, with the full gene lists available in the Supporting data.

**Fig. 2:**
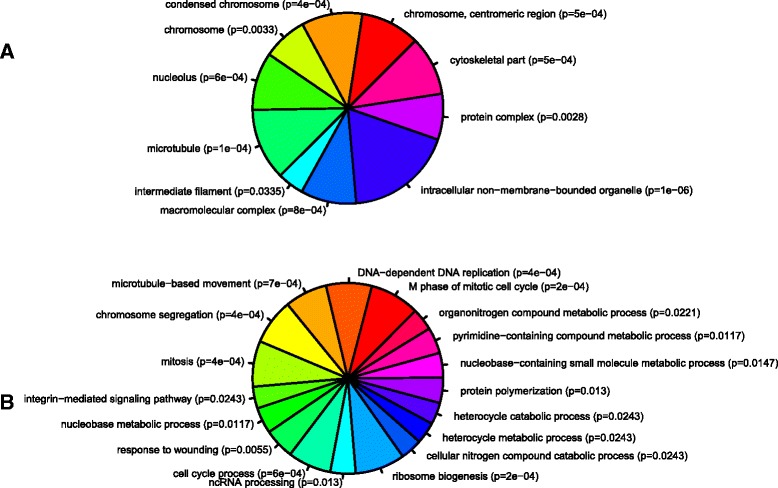
Gene ontology of over-expressed genes. GO analysis of enriched (**a**) cellular components and (**b**) biological processes of the over-expressed gene set. Each part represents -log_2_ of the *p*-value associated with the GO category from WebGestalt. WebGestalt results were filtered through GOTrim and presented only GO terms with ≥5 genes. Molecular function not shown as no terms passed this criteria.

**Fig. 3:**
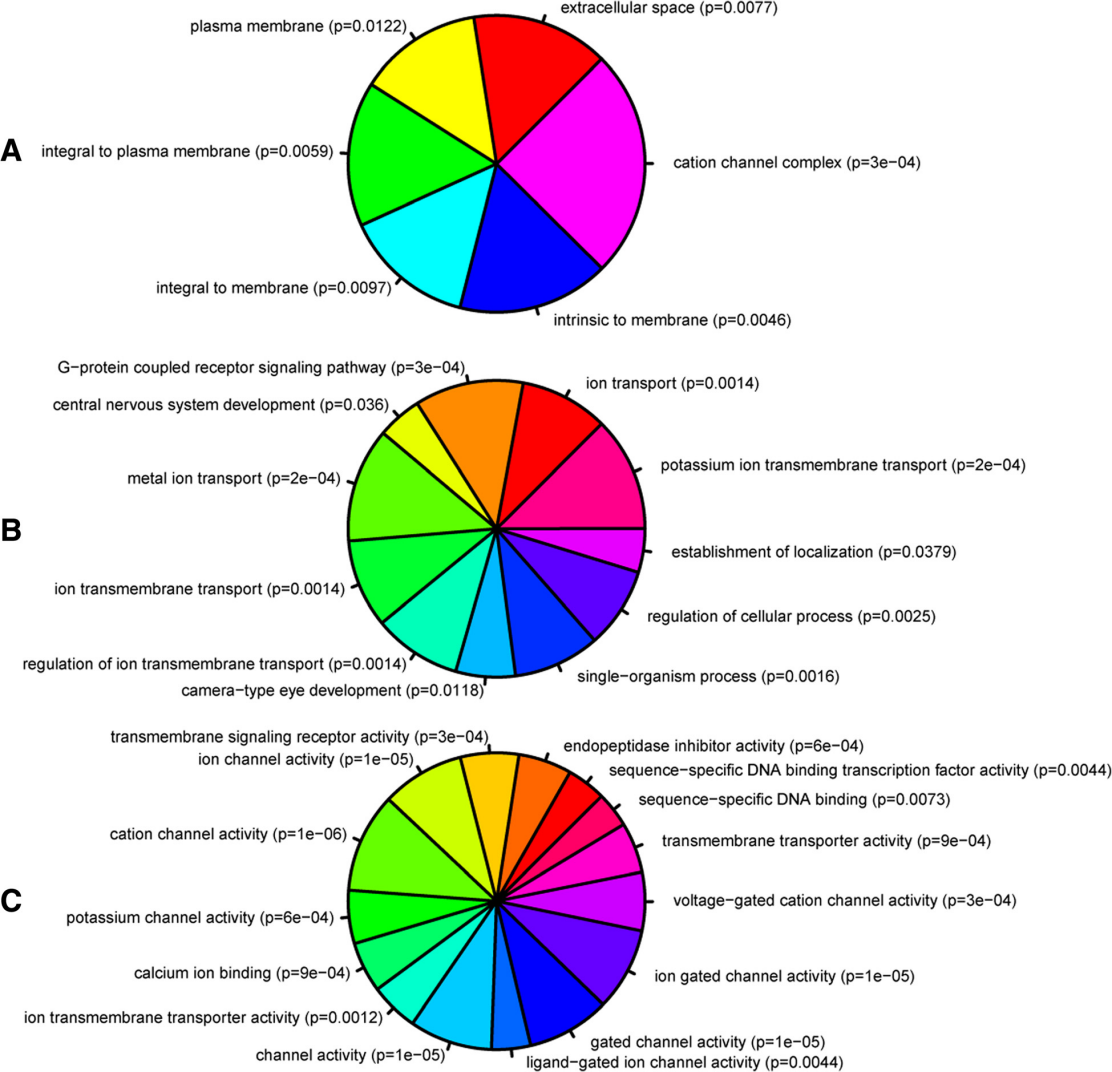
Gene ontology of under-expressed genes. GO analysis of enriched (**a**) cellular component, (**b**) biological processes, and (**c**) molecular functions of the under-expressed gene set. Each part represents -log_2_ of the *p*-value associated with the GO category from WebGestalt. WebGestalt results were filtered through GOTrim and presented only GO terms with ≥5 genes.

Enriched processes associated with over-expressed genes (Fig. 2) included ribosomal complex biogenesis, microtubule-based processes, and cell cycle activities. 

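Gene Ontology annotation was not used here. In its place, the enriched processes were read through lists of gene symbols, and each list was tested with camera on 1 probe per gene with an inter-gene correlation of 0.01, adjusted over the 9 lists. A list of nucleolar and pre-rRNA processing factors stood for ribosome biogenesis. Of its 65 measured genes, 64 had a higher mean signal after crush, the mean log2 fold change was 0.55 and 24 genes were over-expressed by at least 1 probe (adjusted p = 5.06e-29). For the 42 measured tubulin, kinesin and stathmin genes the mean log2 fold change was 0.71, 38 genes were higher and 17 were over-expressed (adjusted p = 1.25e-12). The paper names 19 of these 42 genes, so that part of the list is not independent of its findings. Among them, tubb5 rose from 13.26 ± 0.63 (log2, SD, n = 4) to 16.16 ± 0.06 (n = 4), a log2 fold change of 2.89 (standard error 0.28, adjusted p = 0.00165 from limma), and tuba1b had a log2 fold change of 2.29 (standard error 0.15, adjusted p = 0.000601). The 1 gene counted as under-expressed was tubb4bl, singled out after its values were seen, through a probe at -0.61 (adjusted p = 0.0133), while its brightest probe, at -0.55 (adjusted p = 0.0561), did not pass. For 83 measured genes of DNA replication and mitosis the mean log2 fold change was 0.56, 71 genes were higher and 20 were over-expressed (adjusted p = 3.04e-14). Here 2 genes were also counted as under-expressed, cdc45 through its second probe and gins2, singled out after its values were seen, whose brightest probe fell by 0.92 on the log2 scale (adjusted p = 0.00444) while its other probe rose by 0.95 (adjusted p = 0.0767). Among the 20 over-expressed genes, ccnb2 and tk1, singled out after their values were seen, passed through a dimmer probe, at 1.01 (adjusted p = 0.0141) and 0.75 (adjusted p = 0.0428). Their brightest probes were lower after crush, at -0.33 (adjusted p = 0.330) and -0.32 (adjusted p = 0.403). The mean of this list was 0.76 above the control mean in crush pool 4 and from 0.44 to 0.56 above it in the others, and 53 of the 83 genes were highest in crush pool 4. Without crush pool 4 the adjusted p was 3e-12. In all 3 lists every crush pool had a higher mean than every control pool (exact permutation test, p = 0.0286). Ribosome biogenesis and the microtubule genes kept an adjusted p of at most 0.05 under fry (0.000213 for both) and with an inter-gene correlation estimated from the data (0.0228 for both). Replication and mitosis kept it under fry (0.00514) but not with the estimated correlation (0.104).

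**Figure D1:**
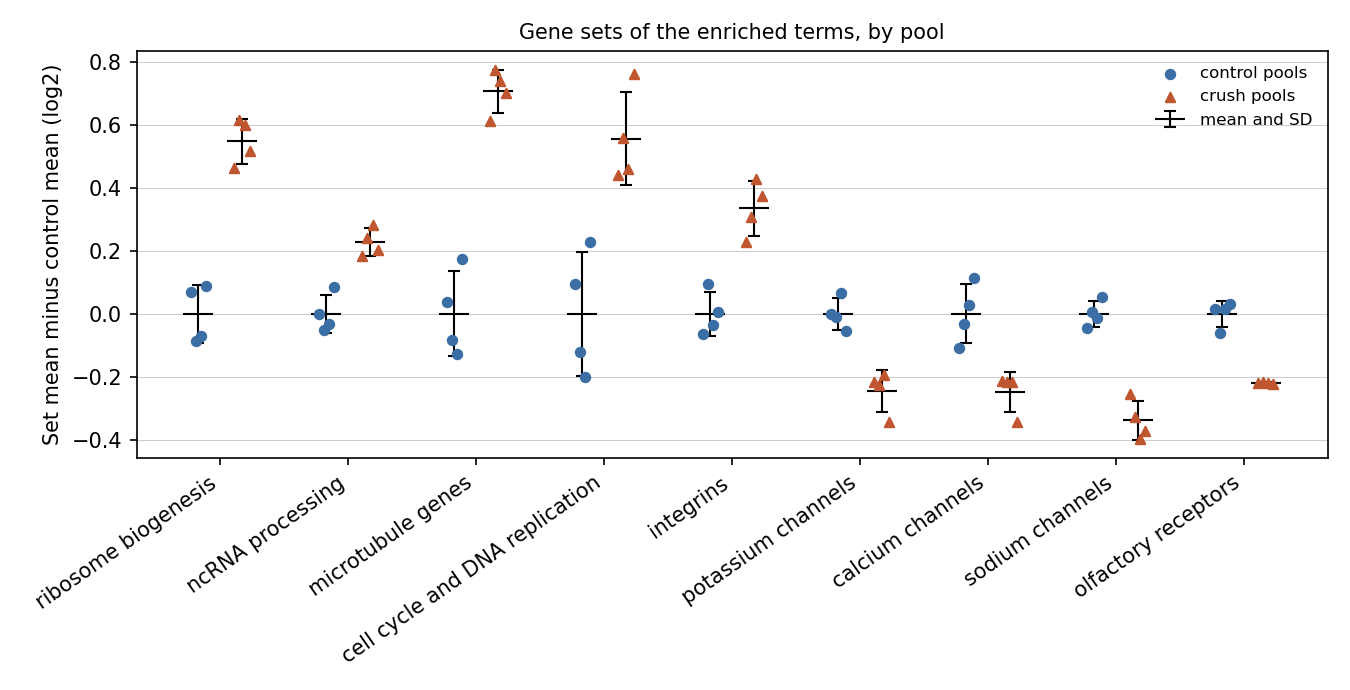
Mean log2 signal of each of 9 gene lists (horizontal axis) in each pool, as the difference from the mean of the control pools (vertical axis), with the 4 control and the 4 crush pools as points and bars for the mean and SD. The crush pools lie above the control pools for ribosome biogenesis, ncRNA processing, microtubule genes, replication and mitosis and integrins, with means from 0.23 to 0.71, and below them for the other 4 lists, with means from -0.34 to -0.22.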

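On these arrays sox11b, mmp9 and gap43 were over-expressed after crush and kept that call with any 1 pool left out. For gap43 the signal rose from 10.71 ± 0.67 (log2, SD, n = 4) to 15.80 ± 0.46 (n = 4), a log2 fold change of 5.09 (standard error 0.35, adjusted p = 0.000685 from limma). The log2 fold change was 3.51 for mmp9 (standard error 0.33, adjusted p = 0.00141) and 2.46 for sox11b (standard error 0.22, adjusted p = 0.0011). The symbol prph was not matched to a probe. Of the collapsin response mediator proteins, crmp2 was read through dpysl2b, which rose by 1.66 on the log2 scale (standard error 0.16, adjusted p = 0.00167), and crmp5a through dpysl5a. The brightest probe of dpysl5a was higher in every crush pool but did not pass, at 0.46 (standard error 0.13, adjusted p = 0.101), and its other probe did, at 0.94 (adjusted p = 0.0117). The symbol crmp3 was not matched and is not analysed here.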

Other relevant processes enriched in our dataset included response to wounding (which included commonly upregulated genes, i.e. *sox11b, mmp9, prph, gap43*), and intracellular mediation of axon guidance signals (e.g. *crmp2, crmp3, crmp5a*). Our data also highlight for the first time that genes involved in non-coding RNA processing were enriched following optic nerve crush, implying that non-coding RNAs might orchestrate the regeneration process.

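The list for non-coding RNA processing held factors of tRNA, snRNA and small RNA processing and modification. Of its 55 measured genes, 47 had a higher mean signal after crush and 8 a lower one, and the mean log2 fold change was 0.23 (camera, adjusted p = 2.45e-06). Every crush pool had a higher mean than every control pool (exact permutation test, p = 0.0286). The adjusted p was 0.000576 under fry and 0.0333 with the estimated inter-gene correlation. Single genes moved little: 3 of the 55 were over-expressed and none was under-expressed. An excess over the tested genes with a symbol was not detectable (one-sided Fisher's exact test, adjusted p = 0.268), and so small a count can neither show nor exclude one. The 3 genes were exosc6, with a log2 fold change of 0.68 (adjusted p = 0.0226 from limma), trub1, with 0.66 (adjusted p = 0.0191), and ssb, all singled out after their values were seen. The brightest probe of ssb, at 0.53 (adjusted p = 0.048), was below the fold threshold, and its other 3 probes passed, the brightest of them at 0.61 (adjusted p = 0.0368). The adjusted p of exosc6 rose to 0.0778 without crush pool 3 and that of trub1 to 0.0723 without crush pool 2, and they passed in 2 and 3 of the 8 sets of 7 arrays. From the enrichment of such genes, the paper proposes that non-coding RNAs might orchestrate the regeneration process.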

GO terms over-represented in the under-expressed genes (Fig. 3) revealed processes associated with eye development, DNA binding activity, G-protein coupled receptor signaling, and ion transport. In particular, transcription factors involved in eye development showed decreased expression after injury (e.g. *vax1, irx4a, pou4f2, isl2b, tbr1b, tfap2d*). 

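For G-protein coupled receptor signalling and ion transport, 2 lists written by symbol stem were tested. The 49 measured olfactory receptor genes with the stems or1, taar and olfc, for a receptor term of Additional file 3, had a mean log2 fold change of -0.22 with 37 genes lower (camera, adjusted p = 0.00166; fry, adjusted p = 0.000534), but none of the 49 was over- or under-expressed (one-sided Fisher's exact test, adjusted p = 1) and 36 of them were not well above background on any array. Their difference therefore rests on signals near the background, where no fold change can be given. Odorant receptor genes with other stems were not in the list, and 1 of these, or30by3, was under-expressed (adjusted p = 0.0360). It was not well above background on any crush array and was at least 2.06-fold lower by the bound used for such probes, which holds for this processing only. The 14 measured voltage-gated sodium channel genes had a mean log2 fold change of -0.34, with 11 lower and 1 under-expressed (camera, adjusted p = 0.00336; fry, adjusted p = 0.000534; Fisher's exact test, adjusted p = 0.209). That gene was scn4ba, whose signal fell from 11.06 ± 0.27 (log2, SD, n = 4) in control to 8.99 ± 0.37 (n = 4) in crush pools, a log2 fold change of -2.08 (standard error 0.21, adjusted p = 0.00205 from limma). With the estimated inter-gene correlation the adjusted p was 0.0228 for the olfactory receptors and 0.0333 for the sodium channels.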

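All 6 transcription factors had a lower signal in every crush pool than in every control pool (exact permutation test, p = 0.0286), and 5 of them were under-expressed. Adjusted over the list alone, all 6 had an adjusted p of at most 0.05, although the study chose them on these arrays. Beside isl2b and irx4a, pou4f2 had a log2 fold change of -1.90 (standard error 0.30, adjusted p = 0.0147 from limma), tfap2d of -1.24 (standard error 0.16, adjusted p = 0.00655) and tbr1b of -0.89 (standard error 0.14, adjusted p = 0.0125). The second probe of tbr1b was at -0.41 and did not pass (adjusted p = 0.257). That probe was not well above background on any array. Both pou4f2 and tbr1b passed in 6 of the 8 sets of 7 arrays, with the highest adjusted p for pou4f2, 0.0566, without crush pool 2 and for tbr1b, 0.0525, without crush pool 3. The signal of vax1 fell from 12.10 ± 0.18 (log2, SD, n = 4) to 11.39 ± 0.27 (n = 4), a log2 fold change of -0.70 (standard error 0.16), with an adjusted p of 0.0508, just above the threshold. Under 11 other ways of processing the same 8 arrays its adjusted p lay between 0.0283 and 0.0811, and vax1 passed under 10 of them, all but median scaling. With any 1 pool left out it did not pass.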

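Among the receptor and neuropeptide genes, avpr2l, p2rx1, drd2a and pdyn were measured, and tacr2 was not matched to a probe. All 4 had a lower signal in every crush pool than in every control pool (exact permutation test, p = 0.0286). The log2 fold change was -0.84 for avpr2l (standard error 0.11, adjusted p = 0.00668 from limma) and -0.80 for p2rx1 (standard error 0.14, adjusted p = 0.024), and both were under-expressed. For p2rx1 the call held in 3 of the 8 sets of 7 arrays, and its adjusted p reached 0.08 without control pool 3. The brightest probe of drd2a, at -0.64 (standard error 0.15, adjusted p = 0.0614), did not pass, while its other probe did, at -0.77 (adjusted p = 0.0447). Under the 11 other ways of processing the adjusted p of the brightest probe lay between 0.0328 and 0.0666 and it passed under 6, and it also passed without control pool 1 (adjusted p = 0.0336). The single probe of pdyn, at -0.81 (standard error 0.20, adjusted p = 0.0689), did not pass. Its adjusted p lay between 0.0435 and 0.069 under the same 11 and it passed under 6, and it also passed without control pool 4 (adjusted p = 0.0496). With an offset of 50 in the background correction avpr2l fell below the fold threshold, at -0.44 (adjusted p = 0.0069). Over the list alone all 4 had an adjusted p of at most 0.05, in a list that the study chose on these arrays.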

The genes involved in the G-protein signaling pathways appeared to be associated with neuropeptide signaling (e.g. *tacr2, drd2a, avpr2l, pdyn, p2rx1*). Furthermore, there was a significant reduction in expression of ion transport genes, focusing on potassium and calcium channel activity.

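Of 55 measured potassium channel genes, taken by symbol stem, 41 had a lower mean signal after crush, and the mean log2 fold change was -0.25 (camera, adjusted p = 4.21e-06). The fall lay in the genes with a clear signal: the 28 that were well above background on all 8 arrays had a mean log2 fold change of -0.48, with 26 of them lower, and the 8 that were not well above background on any array a mean of 0.08. At least 1 probe passed downwards for 7 genes, among them kcnip3b with a log2 fold change of -1.89 (standard error 0.15, adjusted p = 0.000896 from limma) and kcnd1 with -1.28 (standard error 0.14, adjusted p = 0.00278). The stem also takes in kcnip3b, which encodes a protein that binds potassium channels and not a channel. In the opposite direction kcnk10b, singled out after its values were seen, rose by 1.82 on the log2 scale (adjusted p = 0.0107), although scaling to the 75th percentile gave an adjusted p of 0.0644. Of 22 measured calcium channel genes, 18 were lower, the mean log2 fold change was -0.25 and 3 were under-expressed (camera, adjusted p = 0.000385). These were cacnb3b at -1.32 (standard error 0.15, adjusted p = 0.00324), ryr3 at -0.99 (standard error 0.12, adjusted p = 0.00423) and cacnb1, which like the next gene was singled out after its values were seen, at -0.76 (adjusted p = 0.015). The call of cacnb1 was lost without crush pool 3 (adjusted p = 0.0597) or control pool 3. The 1 over-expressed gene of that list was itprip at 1.25 (adjusted p = 0.0173), which the stem for the inositol trisphosphate receptors takes in although it encodes a protein that interacts with them. It did not pass without crush pool 2 (adjusted p = 0.0654) or crush pool 3. For both lists every crush pool lay below every control pool (exact permutation test, p = 0.0286). The adjusted p under fry was 0.000574 for the potassium and 0.00629 for the calcium channels, and with the estimated inter-gene correlation it was 0.0228 and 0.104.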

Pathway analysis of the 804 probe identifiers uploaded into IPA resulted in only a subset being used, as 481 probes were annotated but only 431 mapped to a biological function. 

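The genes that Fig. 4a names for the over-expressed pathways correspond to 42 measured genes, among them paralogs of the same human symbol. Of these, 25 were over-expressed by their brightest probe, none was under-expressed by it and 17 passed in neither direction, 36 having a higher and 6 a lower mean signal after crush. An adjusted p of at most 0.05 was reached by 25 over all probes and by 31 when adjusted over the list alone, in a list chosen by the study on these arrays. Among the cell cycle genes, ccnb1 had a log2 fold change of 1.78 (standard error 0.28, adjusted p = 0.0147 from limma), cdk1 of 0.99 (standard error 0.17, adjusted p = 0.0185), mcm7 of 0.87 (standard error 0.12, adjusted p = 0.0083) and kif11 of 2.06 (standard error 0.32, adjusted p = 0.0142). Without crush pool 2 the adjusted p was 0.0578 for ccnb1, 0.0701 for cdk1 and 0.0501 for kif11, and cdk1 passed in 4 of the 8 sets of 7 arrays, ccnb1 in 6 and kif11 in 7. For mcm7 the brightest probe kept its call with any 1 pool left out, while the dimmest of its 4 probes, at 0.34, did not pass (adjusted p = 0.268). The signal of jun rose from 12.03 ± 0.23 (log2, SD, n = 4) to 14.00 ± 0.30 (n = 4), a log2 fold change of 1.97 (standard error 0.18, adjusted p = 0.00129). The 14-3-3 gene ywhag1 did not rise. Its brightest probe had a log2 fold change of -0.23 (standard error 0.13, adjusted p = 0.378), and its other probe passed downwards at -0.89 (adjusted p = 0.0366) but kept that call in 1 of the 8 sets of 7 arrays.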

The over-expressed genes were associated with 71 significantly enriched canonical pathways (Fig. 4a), with the top ten pathways including cell cycle regulation, 14-3-3 and apoptosis signalling, consistent with GO term results. 

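The genes named in Fig. 4b for the under-expressed set correspond to 8 measured genes, and 7 of its 14 names were not matched to a probe. All 8 had a lower mean signal after crush, 2 of them passed, and 5 had an adjusted p of at most 0.05 when adjusted over the list alone, in a list chosen by the study on these arrays. The 2 were serping1, with a log2 fold change of -0.77 (standard error 0.13, adjusted p = 0.0213 from limma), and camkk1a, with -0.82 (standard error 0.14, adjusted p = 0.0237). Each kept its call in 3 of the 8 sets of 7 arrays, with the highest adjusted p for serping1, 0.0776, without crush pool 3 and for camkk1a, 0.0792, without control pool 3. The second probe of serping1, which was not well above background on any array, was at 0.20 (adjusted p = 0.528). The genes chrna6, at -0.66 (standard error 0.15, adjusted p = 0.0584), and chrna7a, at -0.86 (standard error 0.22, adjusted p = 0.0717), were lower in every crush pool but did not pass, and chrna7a was well above background on 2 of the 4 crush arrays. Under the 11 other ways of processing chrna6 passed under 8 (adjusted p from 0.0348 to 0.0571) and chrna7a under 3 (0.0278 to 0.086). For camkk1b the spread between the control pools, 10.61 ± 1.32 (log2, SD, n = 4) against 9.54 ± 0.48 (n = 4) after crush, was larger than the difference (adjusted p = 0.363). No difference was detectable for ryr1b, at -0.38 (standard error 0.18, adjusted p = 0.288), or serpina1, at -0.14 (standard error 0.25, adjusted p = 0.796), and the latter was well above background on 2 control arrays and 1 crush array only.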

There were fewer canonical pathways enriched in the under-expressed gene set (7 pathways), but these pathways were associated with inflammatory and immune responses, as well as calcium signaling (Fig. 4b). The majority of inflammation-associated genes were found in the acute phase response pathway (comprising *serping1, serpina1, a2m* and *hpx).* Genes specific to calcium signaling included *chrna6, chrna7, ryr1, camkk1.*

**Fig. 4:**
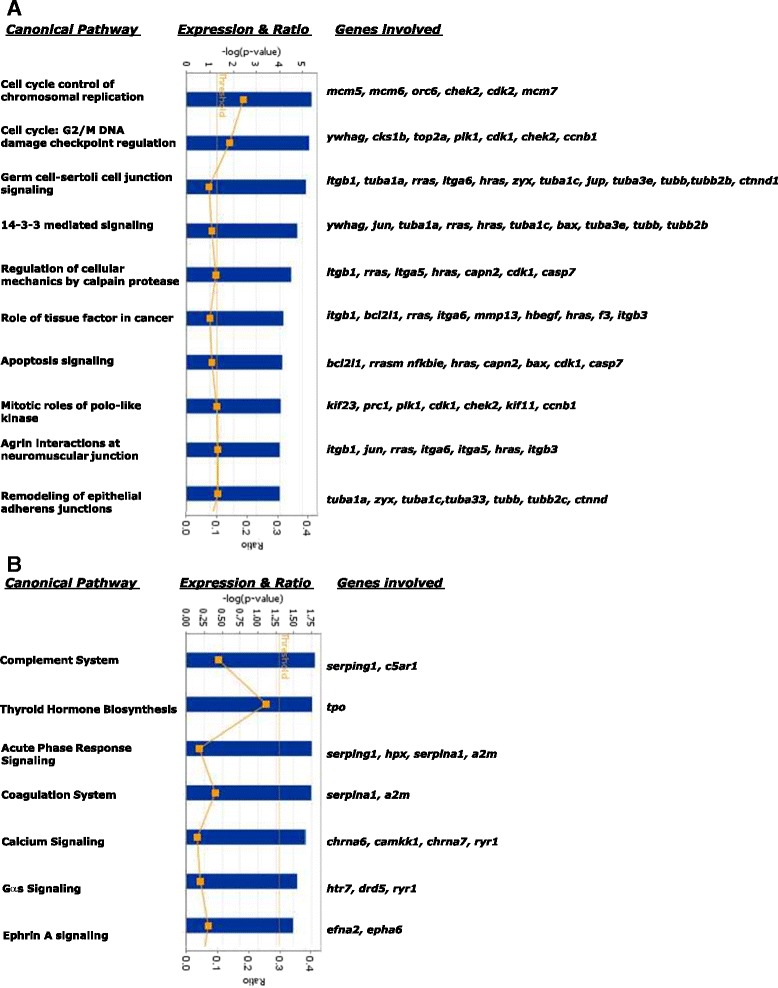
Enriched IPA canonical pathways of genes that were differentially expressed after injury. (**a**) Over-expressed and (**b**) under-expressed genes are shown

Further functional analysis revealed the relationship between genes, by placing associated genes into networks related to specific biological processes. Over-expressed genes fell into networks associated with dermatological diseases and conditions, developmental and hereditary disorders Additional file 4: Figure S2. In contrast, under-expressed genes were associated with networks involved in neurological disease, development and function of the nervous system, and organ morphology Additional file 5: Figure S3.

### Changes in miRNA expression and integration with mRNA profile identify candidate miRNA-mRNA target pairs involved in nerve regeneration

In order to examine the regulation of gene expression by miRNAs after optic nerve injury, we assessed changes in miRNA expression using the same RNA pool used for mRNA profiling. Of the 217 zebrafish specific miRNAs on the platform, we found 3 to be significantly altered 3 days after nerve crush (Table 3; all miRNA data provided in the Supporting data). We focused our subsequent investigation on two of the miRNAs over-expressed after nerve injury, miR-29b and miR-223, as their increased expression (16 and 55 % increase, respectively) is pertinent when considering the role of miRNAs is to negatively regulate their target genes [18], and unlike miR-21 [19], they have not been extensively studied in the brain.

**Table 3:** Top miRNAs differentially expressed after optic nerve

miRBase ID	miRNA name	Fold change	Adjusted *P*-value
MIMAT0001290	dre-miR-223	1.551	0.0165
MIMAT0001787	dre-miR-21	1.319	0.0361
MIMAT0001801	dre-miR-29b-2	1.159	0.0481

To identify genes that are regulated by these miRNAs, we computationally identified target mRNAs that contain a putative miRNA binding site within their 3’UTR using TargetScan Fish [20], one of the few predictive databases to identify miRNA targets for species other than humans and rodents. To select gene candidates that were  most likely to be regulated by each miRNA, we used stringent parameters whereby at least one miRNA binding site had a context + score of ≤0.30. This approach resulted in 427 and 505 unique putative Ensembl target genes for miR-29b and miR-223, respectively. We then performed GO analysis on our list of predicted target genes to determine if these miRNAs where associated with any particular biological function. These results suggest a propensity for miR-29b to target genes associated with DNA modification and extracellular matrix (ECM) activities (Fig. 5, Additional file 6: Table S3), in contrast to miR-223 whose putative targets appeared to fall into nucleoside catabolic processes (particularly purine metabolism) and GTPase regulators (Fig. 6, Additional file 7: Table S4). Interestingly, glycoprotein metabolism processes (GO: 0009100) were also highlighted, with an emphasis on heparan sulfate proteoglycan (HSPG) subtypes (*p* = 0.00390). We then integrated the predicted gene list with our own differentially expressed gene set and this revealed 11 predicted target genes for miR-29b and 13 for miR-223. We refined this list by focusing on target genes whose expression was inversely correlated with the miRNA expression (i.e. potentially downregulated), and using a Targetscan context + score of < −0.30 for at least one binding site, we identified five predicted gene targets for miR-29b and four for miR-223 (Table 4).

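All 8 genes of Table 4 were measured on these arrays, and for each of them the 4 crush values and the 4 control values did not overlap (exact two-sided permutation test, p = 0.0286). This is not independent evidence, because the study chose the list on these arrays. By their brightest probe 6 were under-expressed and 1, sb:cb252, over-expressed. The largest fall was that of ina, from 11.61 ± 0.27 (log2, SD, n = 4) in control to 9.51 ± 0.55 (n = 4) in crush pools, a log2 fold change of -2.10 (standard error 0.27, adjusted p = 0.00577 from limma), or 0.233 of the control signal. Its second probe gave 0.334 of the control signal. For smoc1 the signal fell from 11.77 ± 0.35 to 10.48 ± 0.21, a log2 fold change of -1.29 (standard error 0.19, adjusted p = 0.0105). These 2 genes kept their call with any 1 pool left out. The log2 fold change was -1.30 for nefmb (standard error 0.25, adjusted p = 0.0331), -1.16 for si:ch211-51a6.2 (standard error 0.21, adjusted p = 0.0271), -0.94 for layna (standard error 0.19, adjusted p = 0.0339) and -0.63 for lrrn3 (standard error 0.12, adjusted p = 0.0294). Their calls depended on single pools: nefmb and lrrn3 passed in 2 of the 8 sets of 7 arrays, and layna and si:ch211-51a6.2 in 3. The highest adjusted p was 0.0961 for nefmb without crush pool 3, 0.0955 for lrrn3 and 0.0881 for si:ch211-51a6.2 without crush pool 2, and 0.1 for layna without control pool 3. Other ways of processing took layna below the fold threshold with an offset of 50 (-0.49), lrrn3 below it after median scaling (-0.53), and nefmb past the adjusted p after scaling to the 75th percentile (0.0521). The probe of nefmb was well above background on 2 of the 4 crush arrays and that of layna on 3, which limits the size that can be given to their falls. The second probe of nefmb gave a log2 fold change of -1.53 (adjusted p = 0.00384) and passed with any 1 pool left out. The brightest probe of eva1a had an adjusted p of 0.0476 but a log2 fold change of -0.50 (standard error 0.11), below the fold threshold, from 10.80 ± 0.09 to 10.30 ± 0.14. Another of its probes passed at -1.05 (adjusted p = 0.032), and the last one, at -0.72, did not (adjusted p = 0.0627). The microRNA arrays and the target predictions were not analysed here. The paper reasons that genes whose expression runs against that of the microRNA, and that carry a predicted site, are its potential targets.

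**Figure D2:**
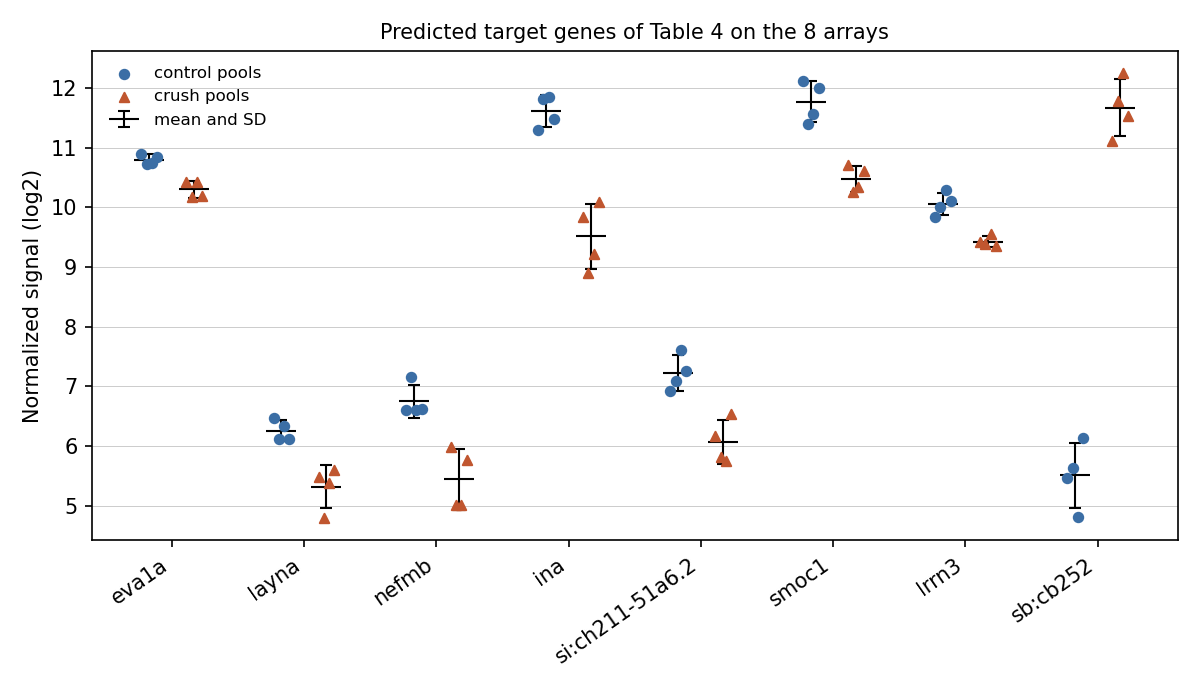
Normalized log2 signal (vertical axis) of the brightest probe of each of the 8 genes of Table 4 (horizontal axis), with the 4 control and the 4 crush pools as points and bars for the mean and SD. The crush pools lie below the control pools for 7 genes, least for eva1a at -0.50, and above them for sb:cb252.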

**Fig. 5:**
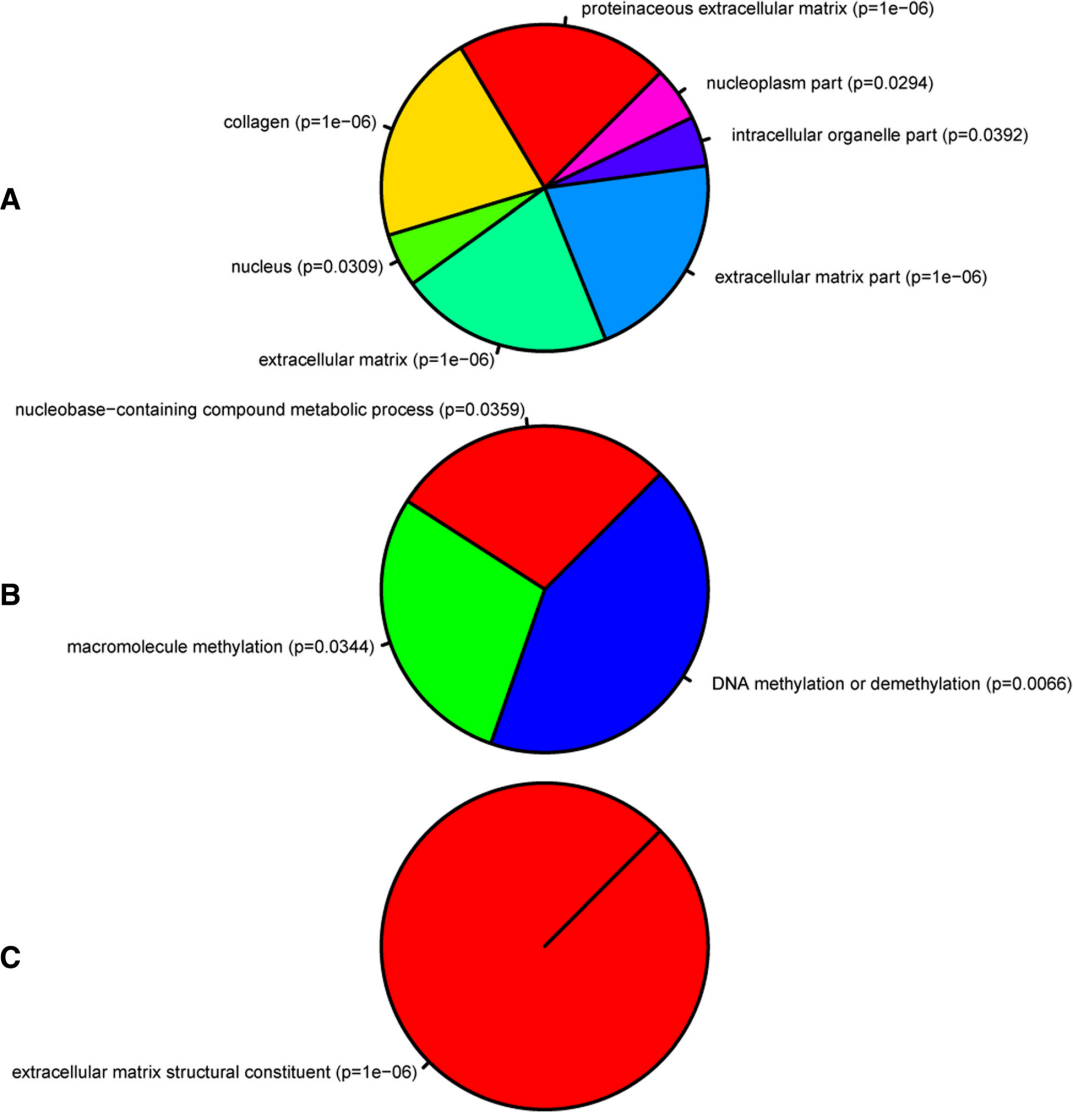
Gene ontology of miR-29b predicted targets from Targetscan Fish. Representation of GO terms associated with (**a**) cellular component, (**b**) biological process, and (**c**) molecular function. Predicted gene targets contained at least one miRNA binding site with a context score of ≤ −0.30. Each part represents -log2 of the p-value of biological process and cellular component from the set of significant biological processes and cellular components. The p-values were retrieved from gene ontology analysis in WebGestalt. A list of genes in each GO category is in Additional file 6: Table S3

**Fig. 6:**
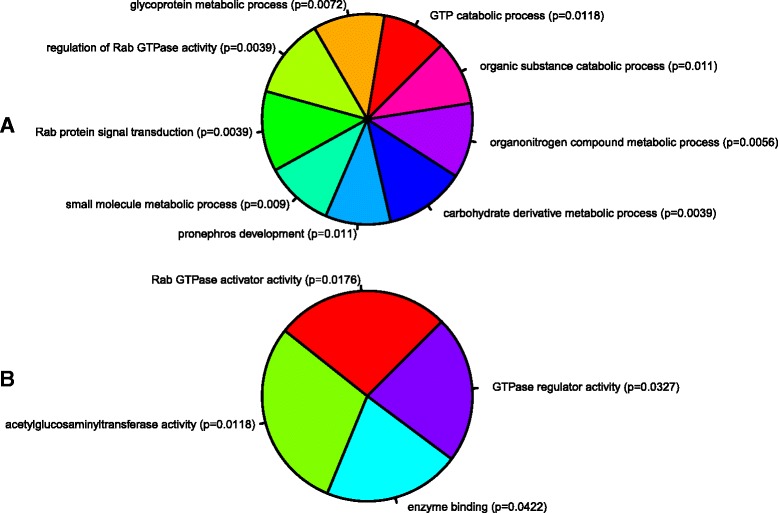
Gene ontology of miR-223 predicted targets from Targetscan Fish. Representation of GO terms associated with (**a**) biological process, and (**b**) molecular function. Predicted gene targets contained at least one miRNA binding site with a context score of ≤ −0.30. Each part represents -log2 of the p-value of biological process and cellular component from the set of significant biological processes and cellular components. The p-values were retrieved from gene ontology analysis in WebGestalt. A list of genes in each GO category is in Additional file 7: Table S4

**Table 4:** Putative miR-29b and miR-223 targets downregulated after optic nerve crush

Ensembl ID	Gene	mRNA change^a^	miRNA	Context + score^b^	No. binding sites
ENSDART00000087565	*eva1a*	0.61	miR-29b	−0.46	1 (8mer)
	eva-1 homolog a		*(miR-223)* ^*c*^	*(−0.09)*	*1 (7mer-1A)*
ENSDART00000050945	*layna*	0.45	miR-29b	−0.50	1 (8mer)
	Layilin a		*(miR-223)* ^*c*^	*(−0.16; −0.17)*	*2 (7mer-1A)*
ENSDART00000064163	*nefmb*	0.28	miR-29b	−0.41	1 (8mer)
	Neurofilament, medium polypeptide, b				
ENSDART00000018351	*ina (zgc:65851)*	0.50	miR-29b	−0.41; −0.05	2 (8mer; 7mer-1A)
	Internexin neuronal intermediate filament alpha		*(miR-223)* ^*c*^	*(−0.02; >0.03; >0.01)*	*3 (8mer; 7mer-m8; 7mer-1A)*
ENSDART00000021556	*si:ch211-51a6.2*	0.57	miR-29b	−0.33	1 (7mer-m8)
	Homolog of prss12		miR-223	−0.32; −0.07	2 (7mer-m8; 7mer-1A)
ENSDART00000126365	*smoc1*	0.41	miR-223	−0.39; > − 0.02	2 (8mer; 7mer-m8)
	SPARC related modular calcium binding 1				
ENSDART00000124670	*lrrn3*	0.65	miR-223	−0.32	1 (8mer)
	Leucine rich repeat neuronal protein 3-like				
ENSDART00000081039	^*d*^ *sb:cb252*	52.9	miR-223	−0.31	1 (7mer-m8)
	Homolog of es1-like				

^a^Fold change represents microarray expression. All genes had an adjusted *p*-value ≤0.05

^b^See Methods for summary of Targetscan Fish context + score

^c^Predicted binding sites of miR-223 in genes with a context scores less stringent then our cut-off (i.e., ≤ − 0.30)

^d^Microarray results revealed *sb:cb252* was the most upregulated gene on microarray, yet it was also one of the top predicted miR-223 target genes by Targetscan Fish; we chose to included it in subsequent experiments to determine if it was a valid miR-223 target

### Validation of putative target genes of miR-223 and miR-29b

To validate our computationally predicted miRNA-gene targets, we first confirmed changes in their expression using RT-qPCR (Fig. 7), which supported our microarray expression data for all but one miRNA target, *sb:cb252.* This gene was one of the top predicted targets for miR-223 identified in Targetscan (context + score = −0.31), but our array results showed strong over-expression (53-fold). However, RT-qPCR validation revealed a decrease in expression, supporting the idea that it is negatively regulated by miR-223 as predicted by Targetscan Fish; thus the gene was included in all subsequent analyses. 

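On the arrays sb:cb252 rose from 5.51 ± 0.54 (log2, SD, n = 4) in control to 11.67 ± 0.47 (n = 4) in crush pools, a log2 fold change of 6.16 with a standard error of 0.31 (adjusted p = 0.000323 from limma), or 71.6-fold. The second probe of the gene gave 75-fold. The first probe was well above background on 3 of the 4 control arrays, so that its control level, and with it the size of the fold change, is uncertain. With each pool left out in turn the log2 fold change stayed between 5.93 and 6.40. Under the 11 other ways of processing it ran from 5.09 to 6.88, and the gene passed under all of them. The RT-qPCR measurements were not analysed here.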

To functionally verify the putative miRNA-mRNA interaction, we cloned part of the 3’UTR sequence that contained the miRNA binding site of each gene into a pmirGLO vector, which contains both luciferase and renilla reporter genes (Fig. 8). A mutated version of the miRNA seed site was also created. HEK293 cells were transfected with either a wild type (WT) or mutated construct (MT), along with a miRNA mimic (miR-29/miR-223) or negative control (miR-NC). Luciferase results revealed significant inhibition of luciferase activity for miR-29b with all of its predicted gene targets (i.e., *eva1a, layna, nefmb, ina and si:ch211-51a6.2*). However, miR-223 showed statistically significant binding only to *smoc1* and *sb:cb252* (Fig. 9).

**Fig. 7:**
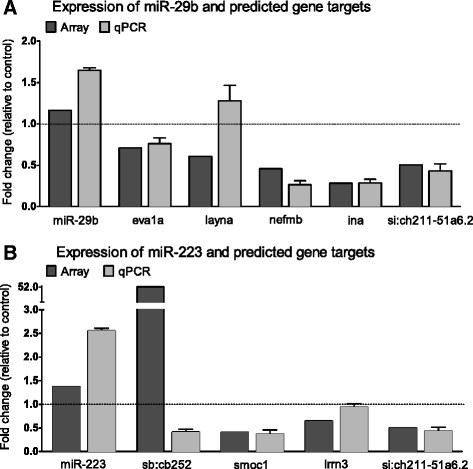
Validation of miR-29b and miR-223 putative gene targets from integration analysis. Microarray and corresponding RT-qPCR expression of genes predicted to be targeted by miR-29b (**a**) or miR-223 (**b**). The latter is presented as expression fold change (2^-ΔΔCt^) relative to PPIA (mean ± SD; *n* = 4 groups of pooled retinal RNA containing 4 animals)

**Fig. 8:**
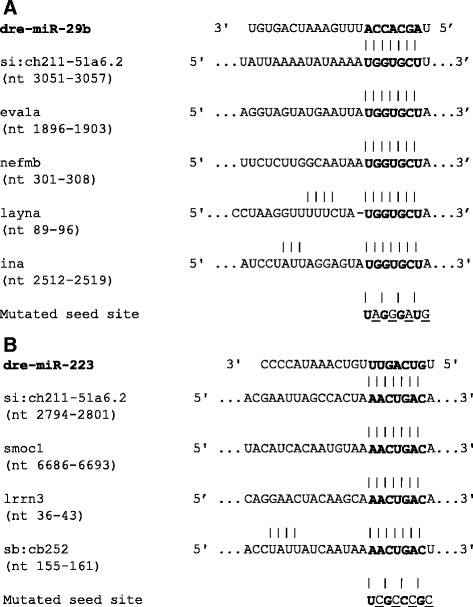
Predicted miRNA binding sites within 3’UTR of predicted target genes. Sequence of miR-29b (**a**) and miR-223 (**b**) binding sites within 3’UTR of predicted target genes (nt, nucleotide position in 3’ UTR). Seed region is bolded. Mutations predicted to disrupt miRNA-mRNA binding were made in the seed region, mutated nucleotides underlined

**Fig. 9:**
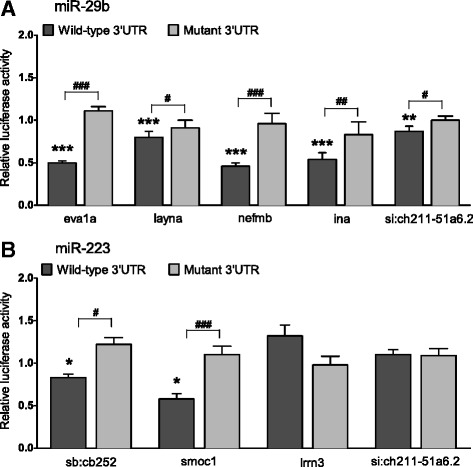
Validation of miRNA binding to 3’ UTR of putative target genes. Luciferase reporter assay of HEK293 cells cotransfected with pmirGLO plasmid containing the WT or MT 3’UTR miRNA seed sequence from each gene, and either miR-29b, miR-223 or miR-NC (scrambled control). Samples were analysed 48 h after transfection and data normalised to the pmirGLO only transfection. Columns represent the luciferase activity of either WT or MT constructs with miR-29b (**a**) or miR-223 (**b**), relative to transfection with the same construct and miR-NC. Data represents the mean ± SEM, *n* = 3 independent experiments containing 4 replicates each. Student’s *t* test comparing WT or MT construct with miRNA to miR-NC indicated as *p < 0.05, **p < 0.01, ***p < 0.001. Student’s *t* test comparing WT with miRNA to corresponding MT construct indicated as #*p* < 0.05, ## *p* < 0.01, ###*p* < 0.001

## Discussion

Here we used microarrays to examine and integrate expression of miRNA and mRNA in zebrafish retina after optic nerve crush to identify potential regulatory mechanisms involved in central nerve regeneration. Our integrated approach to studying gene regulation highlighted two miRNAs that target genes in key biological processes associated with cell survival/apoptosis, ECM-cytoskeleton signaling, and HSPG binding. Our study has provided unique information about the cellular context in which these genetic regulatory changes occur at a critical time point in the regeneration pathway.

Zebrafish are a good model in which to delineate genes associated with regeneration and contrast with mammalian studies. However, it appears there are a lot more genetic similarities between the species than first thought, with overlap between zebrafish and mammals observed in both up- and downregulated genes [13, 21–23], and even in the expression of genes associated with inhibition of regeneration (e.g., socs3 and sfpq; [24, 25]). This further supports the idea that multiple pathway analysis is required, as differences are likely to be subtle and occur at multiple points across several processes [3, 26]. It is also likely that a successful response results from the synergistic activity of several cell types, given the interaction between RGCs and other retinal cell types that are reported to assist in a positive injury response. Our approach of profiling the expression of the whole retina takes into consideration the changes that occur to in the cells adjacent to the RGCs, such as Muller glia and amacrine cells. Interestingly, the GO processes altered in our dataset overlap with several mentioned in previous zebrafish studies that have utilised other ocular tissues (isolated RGCs and whole eye; [13, 21, 27]). However there were some processes that appeared unique to this study, in particular upregulation of non-coding RNAs, which supports our original hypothesis that gene regulatory processes are key to promoting successful regeneration in zebrafish.

### The miRNAs: mir-29b and miR-223

The role of microRNAs in lower vertebrates with a known regenerative ability is gaining a lot of attention, with several recent studies identifying miRNAs associated with spinal cord repair (e.g., miR-125b in axolotl, miR-133b in zebrafish; [28, 29]) and appendage regeneration (e.g. miR-196 in axolotl tail, miR-203 in zebrafish fin; [30, 31]). Less is known about miRNA-mediated regeneration within the eye, with most focus on the role of miRNAs in Muller glia cells [32, 33]. In this study, we show for the first time that miR-29b and miR-223, are significantly over-expressed after optic nerve crush. In zebrafish, miR-29b is part of the miR-29 family that comprises three intergenic members that map to chromosome 4 (miR-29a and miR-29b-2 located within 10Kb of each other; miR-29b-2 referred to as miR-29b herein), and chromosome 6 (miR-29b-1; [34]). miR-29b has been associated with ECM remodeling, and shown to have both pro- and anti-apoptotic properties depending on the CNS injury/disease model [35–38]. The other miRNA highlighted in this study, miR-223, maps to chromosome 5 in zebrafish, and has been implicated in a wide range of pathophysiologies, including cancer, muscular dystrophy and atherosclerosis [39]. Within the CNS, it has been implicated in inflammatory processes including autoimmune disorders and mammalian CNS injury [40–42]. Our gene ontology analysis confirmed a role for miR-223 in the zebrafish immune response following injury but additionally highlighted enhanced cell survival and altered cytoskeleton/ECM response. The small number of significantly altered miRNAs found in this study may result from looking at one specific time point. On the other hand, the fact that a single miRNA is able to regulate a large number of genes might negate the need for changes in many miRNAs in order to bring about widespread biological change [10]. Further, it is likely that these two miRNAs interact with each other in a synergistic manner, as evidenced by the overlapping targeting of the same genes when less stringent cut-offs were applied during our integration analysis.

### miRNA target genes: cell survival from altered mitochondrial function

After optic nerve injury, the viability of RGCs is paramount for axonal regeneration and restoration of function. Mammalian studies have shown a high degree of cell death in the retina 2–3 days after injury, in contrast to the limited death observed in zebrafish [43, 44]. This restrained cell death may be associated with several downregulated genes in our dataset that we functionally validated for the first time as targets genes of miR-29b and miR-223, including *eva1a, layna, si:ch211-51a6.2* (a homolog of *prss12*), *smoc1* and *es1*-like homolog, *sb:cb252*.

*Eva1a* is a strongly conserved transmembrane protein localized to the lysosome and endoplasmic reticulum membrane where it is thought to function as a regulator of programmed cell death processes as well as necrosis [45–47]. Another target that may play a role in mitochondrial function (and thus potentially cell survival) is the miR-223 target, *sb:cb252*. This uncharacterized gene shares significant sequence homology with its homolog, zebrafish *es1* and human *C21orf33* [48, 49]. The exact role of both *sb:cb252* and *es1* remains unknown, however they are postulated to be involved in mitochondrial function and *es1* has been observed in zebrafish retina after a retinal lesion [50]. Downregulation of these targets may protect RGCs against cell death, consistent with the >90 % survival observed in zebrafish RGCs after crush [51].

### ECM-cell signaling and indirect cytoskeleton modification

Interaction between the cell membrane and actin cytoskeleton is essential for many cellular processes, including cell shape, adhesion, migration and signal transduction [52]. The role of ECM-cell signaling in regeneration is particularly pertinent as a means of restructuring the cellular architecture in response to injury. The role of miRNAs, including the miR-29 family, in modifying ECM-cell signaling has recently been highlighted [53]. Interestingly, three of the miRNA targets we validated are associated with this process, *layna, si:ch211-51a6.2* and *smoc1.*

Layilin (*layna*) is a transmembrane receptor that mediates hyaluronan signaling by binding to the ECM cytoskeletal linker proteins, talin, radixin and merlin [54, 55], thus destabilising the cytoskeleton [56, 57]. Downregulation of *layna* in zebrafish RGCs after crush may therefore reduce hyaluronan signaling and stabilise the cytoskeleton, promoting the early stages of axonal outgrowth. 

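Of these receptors, myd88 and the paralogs tlr4ba and tlr4bb of TLR-4 were measured, and CD44 was not matched to a probe. None of the 3 genes passed. The log2 fold change was 0.20 for myd88 (standard error 0.13, adjusted p = 0.457 from limma), -0.27 for tlr4ba (standard error 0.13, adjusted p = 0.29) and -0.50 for tlr4bb (standard error 0.15, adjusted p = 0.108). Among these brightest probes only that of tlr4bb had an unadjusted p below 0.05 (unadjusted p = 0.00792), and all 4 of its crush values, 7.69 ± 0.20 (log2, SD, n = 4), lay below the control values, 8.20 ± 0.21 (n = 4; exact permutation test, p = 0.0286). Adjusted over the list alone, 1 of the 3 had an adjusted p of at most 0.05. No other probe of the 3 genes passed.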

Interestingly, there were no significant changes in the expression of other hyaluronan receptors within our dataset (e.g. CD44, MyD88, TLR-4).

Another biological process highlighted in our study is heparan sulfate proteoglycan (HSPG) signalling, which is known to influence CNS regeneration [58]. miR-29b and miR-223 target genes share common functions surrounding the HSPG, agrin. The miR-29b target, *si:ch211-51a6.2,* is not characterised in zebrafish but is a homologue of the serine protease, neurotrypsin *(prss12*). Neurotrypsin cleaves agrin into two fragments which are involved in neural plasticity, axonal outgrowth and synaptogenesis (shorter C-terminal peptide; [59–61]), as well as cytoskeleton remodelling (longer N-terminal peptide: [62, 63]). Furthermore, the miR-223 target, secreted modular calcium binding 1 (*smoc1*), is a member of the SPARC (secreted protein acidic and rich in cysteine) family and binds to HSPGs (including agrin) to modulate cell adhesion [64, 65]. 

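The agrin pathway of Fig. 4a includes integrins, and 16 integrin subunit genes were measured. Their mean log2 fold change was 0.34 and the median 0.13, with 9 genes higher and 7 lower after crush, and 4 over-expressed (camera, adjusted p = 0.0451; fry, adjusted p = 0.00212; one-sided Fisher's exact test, adjusted p = 0.00214). With the estimated inter-gene correlation the adjusted p was 0.141, and the largest camera value over the other ways of processing was 0.375, after scaling to the 75th percentile. With each pool left out in turn it lay between 0.031 and 0.0781, above 0.05 without control pool 1 or 4 or crush pool 3 or 4. The paper names 7 of the 16 genes. The signal of itgb1b rose from 6.66 ± 0.36 (log2, SD, n = 4) to 7.93 ± 0.30 (n = 4), a log2 fold change of 1.27 (standard error 0.21, adjusted p = 0.0186 from limma), and itga5 had a log2 fold change of 0.89 (standard error 0.20, adjusted p = 0.0495). The call of itgb1b held in 4 of the 8 sets of 7 arrays and that of itga5 in 1, with the highest adjusted p for itgb1b, 0.0701, without crush pool 2 and for itga5, 0.139, without crush pool 3. The second probe of itgb1b, at 1.08, did not pass (adjusted p = 0.148). For itgb3b, which was not well above background on any control array, the signal was at least 3.12-fold higher after crush in this processing (adjusted p = 0.00109). Under the other ways of processing its fitted log2 fold change, which rests on control signals near the background, ran from 0.82 to 3.65. The last of the 4, itgb1b.2, was not well above background on any of the 8 arrays, so that no fold change can be given, and its sign turned after scaling to the 75th percentile. It was singled out after its values were seen.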

Although it is not clear how downregulation of their expression would impact on the regenerative process, key roles for these proteins in mediating the regenerative response in fish are supported by our finding that the agrin interactions canonical pathway is enriched with upregulated genes in our dataset. Interestingly, *smoc1* has also been implicated in Smad1-dependent bone morphogenetic protein (BMP) signaling which regulates axonal regrowth in injured dorsal root ganglion neurons [66–68]. Thus the downregulation of *smoc1* may also be part of BMP activation of pro-regenerative transcription program or manipulation of cytoskeletal dynamics at the growth cone [69].

### Direct cytoskeleton modification

In addition to indirectly reorganizing the cytoskeleton by modulating membrane signaling mechanisms, our data highlight ways in which miR-29b may directly target members of the intermediate filaments of the cytoskeleton, by regulating expression of internexin (*ina*) and neurofilament-medium homolog b (*nefmb*) [70]. The latter is one of two homologs found in zebrafish (*nefma* and *nefmb*), however *nefmb* is likely to represent the zebrafish version of *nefh,* as it shares a significant homology to human *NFH*. Although some neurofilament proteins are upregulated during successful regeneration in the mammalian peripheral nervous system, and in lower vertebrates (e.g. *prph, nefm*), the overexpression of other intermediate filaments has been associated with several neurodegenerative and CNS diseases [71–73], with specifically *nefh* and *ina* potentially being biomarkers for the likes of Amyotrophic Lateral Sclerosis and neuropsychiatric Systemic Lupus Erythematosus [74, 75]. Both have been associated with the slowing of neurofilament axonal transport, resulting in neuronal aggregates which damage the endoplasmic reticulum and mitochondria in transit, ultimately leading to cell death [75–77]. Thus their downregulation during the initial stages of axonal regeneration in our study may promote regeneration by facilitating transport of neurofilament components to required cellular areas. It is interesting to note that other microtubule and actin components of the cytoskeleton, including *b-actin, a-* and *b-tubulin, nefm* and *prph*, were upregulated after injury in our dataset. This suggests that the specific downregulation of *ina* and *nefmb* may play a significant role in zebrafish injury response.

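The symbols of this comparison stand for 20 measured genes, counting every alpha and beta tubulin, actb1, actb2, nefma and nefmb. By their brightest probe 6 were over-expressed, nefmb was under-expressed and 13 passed in neither direction, although 17 had a higher mean signal after crush. With any probe counted, 8 were over-expressed, 2 were under-expressed and 10 passed in neither direction. The second under-expressed gene was the beta tubulin tubb4bl, through a probe at -0.61 (adjusted p = 0.0133 from limma). Its brightest probe passed downwards with array weights (-0.59, adjusted p = 0.0331). An adjusted p of at most 0.05 was reached by 8 over all probes and by 15 when adjusted over the list alone. Beside tubb5 and tuba1b, the tubulins over-expressed were tubb2, tuba4l and tuba1a, which passed in 5, 2 and 2 of the 8 sets of 7 arrays. Without crush pool 2 their adjusted p was 0.0832, 0.101 and 0.0972. For nefma the signal rose from 9.55 ± 0.17 (log2, SD, n = 4) to 11.60 ± 0.26 (n = 4), a log2 fold change of 2.05 (standard error 0.15, adjusted p = 0.000816 from limma). The beta-actin genes changed less. The brightest probe of actb1, at 0.49 (standard error 0.11, adjusted p = 0.0589), did not pass, while 3 of its 7 probes did, at 0.60 (adjusted p = 0.0365), 0.67 (adjusted p = 0.0268) and 0.60 (adjusted p = 0.0325). The brightest probe passed after scaling to the 75th percentile (0.59, adjusted p = 0.0179) and after median scaling (0.67, adjusted p = 0.0124). None of the 9 probes of actb2 passed, and the brightest was at 0.34 (standard error 0.10, adjusted p = 0.106). The symbol prph was not matched to a probe.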

### Zebrafish as a comparative model for miRNA role in CNS regeneration

Examining the role of miRNAs in regenerative permissive species, such as zebrafish, is an important step in delineating their role in higher order vertebrate injuries. Whilst the miRNA sequence is strongly conserved between species, this does not necessarily guarantee conservation of their function [78]. In many cases the target genes are not conserved, with the turnover of miRNA binding sites within the 3’UTR of genes thought to be a significant driver of evolutionary processes [79]. However, the two miRs examined in this study are predicted to target human and rat orthologs of the genes we validated here (Table 5), suggesting that the retention of miRNA binding sites across species may provide an opportunity to manipulate gene regulation in mammals based on our findings.

**Table 5:** Predicted miR-29b and miR-223 binding of human and rat orthologs to the validated zebrafish genes

*Zfish refseq*	*Zfish ensembl*	*Zebrafish gene*	Human ortholog (context score)^a^	Rat ortholog (context score)^a^
NM_001076587	ENSDART00000087565	*eva1a*	miR-29b (−0.21)	miR-223 (−0.32)
XM_688304	ENSDART00000050945	*layna*	miR-223 (−0.41)	miR-29b (−0.14)
				miR-223 (−0.05)
NM_001123280	ENSDART00000064163	*nefmb*	No direct ortholog	No direct ortholog
			*NEFH*: miR-223 (−0.25)	
NM_199534	ENSDART00000018351	*ina*	miR-29b (−0.17)	miR-29b (−0.15)
XM_685557	ENSDART00000021556	*si:ch211-51a6.2*	No direct ortholog	-
			*PRSS12:* miR-223 (−0.08)	
NM_001201393	ENSDART00000126365	*smoc1*	miR-223 (−0.11)	miR-223 (−0.11)
XM_003201552	ENSDART00000124670	*lrrn3*	-	-
XM_003199845	ENSDART00000081039	*sb:cb252*	No ortholog	No ortholog

^a^Context score calculated by Targetscan for human and rat predictions (Grimson et al. [91])

## Conclusion

Identifying the molecular and cellular factors associated with the successful regenerative response in zebrafish may aid in identifying therapeutic targets in the damaged mammalian CNS [6]. Our results provide a basis from which to investigate the cellular processes required for central nervous system regeneration, and further studies will examine more extensively the complete repertoire of mRNA targets of miR-29b and miR-223 (e.g., using high-throughput sequencing of RNA isolated by crosslinking immunoprecipitation (HITS-CLIP) [80]). The synergistic activities of multiple miRNAs, and the redundancy in their regulation of specific target genes and signalling pathways, provides an opportunity to reengage 3’UTR targets in order to instigate a fish-like regenerative response in the mammalian CNS [4].

## Methods

### Animals and surgery

Wild type adult zebrafish (9–12 months old, we did not distinguish between males and females), *Danio rerio,* were maintained at 27 °C on a 12 h light–dark cycle. Optic nerve crush was performed as previously described [44]. Briefly, fish were anesthetized by immersion in 0.1 % Tricaine methanesulfonate (MS222; Sigma Aldrich) in Holtfreters solution pH 7.2 [81]. The right eye was deflected forward and connective tissue cut to expose the optic nerve, which was crushed with fine forceps (Dumont n^o^5) 1 mm from the back of the eye; this procedure severs all RGC axons but leaves the nerve sheath intact as a conduit for regeneration. Three days after crush injury, fish were euthanised by overdose in MS222 and the eyes were removed. Retinae were dissected out and stored in RNAlater (Ambion) according to manufacturer’s instructions. The right retinae from intact, unoperated fish were used as controls. All procedures conformed to the NHMRC guidelines for the use of animals and were approved by the Animal Ethics Committee of the University of Western Australia.

### RNA extraction

In order to generate enough sample material to be used for microarray and miRNA arrays, retinae from 4 fish were pooled. Four biological replicates were performed for each array type (i.e., 4 microarrays for crush and control tissue, each containing pooled retinal RNA from 4 fish). Total RNA from pooled tissue was extracted using Trizol reagent (Life Technologies) according to manufacturer’s instructions, and subsequently column-purified with miRNeasy kits (Qiagen). The concentration of RNA was determined using a NanoDrop spectrophotometer (Thermo Fischer) and RNA integrity was assessed using a Bioanalyzer 2100 (Agilent).

### Microarray gene expression profiling and analysis

Microarray processing of Agilent Zebrafish 4x44K V3 GE array (one-colour labeling, hybridization and scanning) was performed by the Ramaciotti Centre for Gene Function Analysis (University of New South Wales, Australia), according to the manufacturer’s (Agilent) instructions. These arrays contain 43,603 probesets, representing 19,405 unique Unigene gene targets. Pre-processing of the array data included background correction using a normal-exponential convolution model [82] and quantile normalisation [83]. The *limma* Bioconductor package [84] was used for differential expression analysis. Probesets with an absolute fold change of ≥1.5 (log_2_ fold change 0.585) adjusted *p*-value ≤0.05 were considered as differentially expressed [85]. The microarray data are available from the Gene Expression Omnibus GSE70261, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70261.

### Gene ontology and pathway analysis

To examine the biological and functional implications of differentially expressed genes, we stratified the differentially expressed genes into those that were over-expressed or over-expressed and performed gene set enrichment analysis in both, utilising the WebGestalt suite for gene ontology terms [86], and Ingenuity Pathway Analysis software (IPA), for canonical pathways and gene network analysis (http://www.ingenuity.com). For the purposes of quickly identifying key non-redundant GO terms, we utilised the GO Trimming [87] method (soft trim, 100 %) and only plotted terms with 5 or more genes, as evidenced in Figs. 2, 3, 5 and 6. We provide the full GO terms lists in the Supporting data.

### microRNA expression profiling and analysis

Total RNA from the same sample used in microarray profiling was profiled by Exiqon Services (http://www.exiqon.com). Total RNA (~425 ng of each sample) was labeled using the miRCURY LNA microRNA Hi-Power Labeling kit with Hy3 (Exiqon) according to the manufacturer’s instructions. The Hy3-labeld samples were hybridized to the miRCURY LNA microRNA Array v.11—Other species (Exiqon), which contains probes targeting 217 mature miRNAs from *Danio rerio* miRNAs miRBase v18. The hybridization was performed according to the manufacturer’s instructions on a Tecan HS480 hybridization station (Tecan, Austria) and microarray slides were scanned using the Agilent G2565BA Microarray Scanner System (Agilent Technologies, Inc., USA). Image analysis was carried out using the ImaGene 9.0 software (BioDiscovery, Inc., USA). The data were pre-processed using the robust multi-array average expression measure [88]. One control array was removed after performing QC using the *ArrayQualityMetrics* bioconductor package [89]. As with the mRNA analysis, we used *limma* for differential expression analysis, and considered miRNA targets with an adjusted *p*-value ≤0.05 of interest.

### Platform integration

To identify putative miRNA-mRNA target pairs of interest, we integrated the mRNA and miRNA platform data, and filtered with other key datasets. Briefly, we utilised Targetscan Fish (version 6.2; [20] as the source of target prediction information, and cross-referenced the top miRNAs (by unadjusted miRNA *p*-value of ≤0.05) with mRNA array targets (by fold change >1.5 and adjusted *p*-value ≤0.05). We extracted conserved and non-conserved pairs from Targetscan Fish where the mRNA-miRNA pairs were inversely correlated (to reflect the typical miRNA-mRNA relationship), and context scores were ≤ −0.3, a generally accepted filter for prioritising higher likelihood binding sites from computational predictions. Targetscan predictions in vertebrates are ranked on the predicted efficacy of targeting as calculated using the context + scores of the binding sites, which takes into account the type of seed pairing site, miRNA-target complementarity outside the seed region., local AU content, site position within 3’UTR, target site abundance, and seed pairing stability [20, 90, 91]. We integrated Uniprot [92] and GO terms, and filtered putative target pairs by those with the most complete annotations and supporting information. We further examined our two top putative miRNAs of importance by selecting the set of genes targeted genome-wide by each miRNA, with high quality (single site) context scores ≤ −0.3, and performed GO biofunction enrichment (using Webgestalt) to identify if there were common functions targeted by each miRNA.

### RT-qPCR

Reverse transcription of mRNA used 250 ng of total RNA and was performed according to manufacturer’s instructions using GoScript reverse transcription kit with random hexamer primers (Promega). Quantitative PCR was performed in triplicate on a Rotor Gene 6000 (Qiagen) using GoTaq SYBR Green Mastermix (Promega) according to manufacturer’s instructions. Primer sequences used to confirm gene expression are provided in Additional file 8: Table S5. Data were normalized to the housekeeping gene *ppia* and relative expression was calculated using the 2^-ΔΔCt^ method [93].

Reverse transcription of miRNA used 10 ng of total RNA and was performed according to manufacturer’s instructions using the TaqMan MicroRNA Reverse Transcription kit (Applied Biosystems) and TaqMan MicroRNA Assay primers for mature miR-29b, miR-223 and U6 snRNA (Assay ID 000413, 000526, 001973, respectively; Applied Biosystems). Quantitative PCR was performed using TaqMan Universal PCR Master Mix, No AmpErase UNG (Applied Biosystems) according to the manufacturer’s instructions. Levels of miR-29 and miR-223 were normalized to U6 snRNA and relative fold change between control and crush tissue was determined using 2^-ΔΔCt^ method.

### Luciferase reporter plasmids

Oligonucleotides containing either the putative binding site of miR-29b or miR-223 from the target gene 3’ UTRs (predicted by Targetscan Fish; Additional file 9: Table S6) were annealed and ligated using *NheI* and *SalI* restriction enzymes sites downstream of the luciferase reporter gene in pmirGLO Duel Luciferase miRNA target Expression Vector (Promega). An internal *NotI* site was included in the oligonucleotide sequence for clone confirmation, and sequence and orientation was verified by DNA sequencing. Mutated binding site constructs contained 4 base substitutions within the seed site predicted to disrupt miRNA binding. Where multiple bindings sites in the 3’UTR of a miRNA was predicted, the binding site with the lowest Targetscan Fish context score was used.

### Transfection and luciferase assays

The HEK293 cell line was cultured at 37C in 5 % CO_2_ with Dulbecco’s modified Eagle’s medium supplemented with 10 % foetal bovine serum and 1 % penicillin/streptomycin. Synthetic miRNA molecules (mirVana miRNA mimics) corresponding to miR-223 (Product ID: MC10903), miR-29b (Product ID: MC10432) and a negative control miRNA (miR-NC: Product ID 4464076) were obtained from Ambion (Life Technologies). HEK293 cells were seeded at 3 × 10^4^cells/well in 96-well white plate (Greiner) and were transfected 24 h later with miRNA mimics diluted in Optimem and Lipofectamine 2000 (Life Technologies). Cells were cotransfected with 40 ng of each construct and 25nM miRNA mimic. Firefly and Renilla luciferase activities were assayed 48 h after transfection using a Dual Glo Luciferase Assay System (Promega) with a luminometer (Enspire, PerkinElmer).

### Statistical analysis

For all statistical analyses not described elsewhere, we utilised Prism software (GraphPad Software). A two-tailed Student *t*-test was used when two groups were compared.

### Availability of supporting data

Microarray datasets are available from the Gene Expression Omnibus GSE70261. Additional supporting data are available from http://dx.doi.org/10.6070/H4GH9FZ9.

## Additional files

Additional file 1: Figure S1. Volcano plot of differential gene expression in zebrafish retina after optic nerve crush. Each probe on the array is represented by a single dot, with red dots signifying the 804 differentially expressed transcripts. *P-* values are presented as –log_10_ values, expression differences presented as log_2_ fold changes. We set cut off limits at *p* < 0.05 and absolute fold change ≥1.5. By these parameters, 459 transcripts were over-expressed and 198 were under-expressed after optic nerve injury. (TIFF 64 kb) Additional file 2: Table S1. Unfiltered enriched GO terms associated with over-expressed gene set. Table contains each GO category and *p*-value. (XLS 29 kb) Additional file 3: Table S2. Unfiltered enriched GO terms associated with under-expressed gene set. Table contains each GO category and *p*-value. (XLS 33 kb) Additional file 4: Figure S2. Top gene network of over-expressed genes. Top scoring IPA gene network diagram of over-expressed gene set. The enriched networks are associated with functions involved in Dermatological Diseases and Conditions, Developmental Disorder, and Hereditary Disorders, with a network score of 49. (TIFF 561 kb) Additional file 5: Figure S3. Top gene network of under-expressed genes. IPA gene network diagram of under-expressed gene set. The enriched networks are associated with functions involved in Neurological Disease, Nervous System Development and Function, and Organ Morphology, with a network score of 45. (TIFF 730 kb) Additional file 6: Table S3. Unfiltered enriched GO terms associated with miR-29b predicted target genes sourced from Targetscan Fish database. Table contains each GO category and *p*-value. (XLS 21 kb) Additional file 7: Table S4. Unfiltered enriched GO terms associated with miR-223 predicted target genes sourced from Targetscan Fish database. Table contains each GO category and *p*-value. (XLSX 9 kb) Additional file 8: Table S5. qPCR primers for validating putative miRNA target genes. (DOCX 12 kb) Additional file 9: Table S6. Oligonucleotide sequences used in luciferase constructs. (DOCX 13 kb)

## Abbreviations

BMP: Bone morphogenetic protein
CNS: Central nervous system
DNA: Deoxyribonucleic acid
ECM: Extracellular matrix
GO: Gene ontology
GTPase: Guanosine triphosphate hydrolase
HITS-CLIP: High-throughput sequencing of RNA isolated by crosslinking immunoprecipitation
HSPG: Heparan sulfate proteoglycan
IPA: Ingenuity pathway analysis
miR-NC: Negative control miRNA construct
mRNA: Messenger ribonucleic acid
miRNA: Micro ribonucleic acid
MT: Mutated construct
NHMRC: National Health and Medical Research Council (Australia)
ON: Optic nerve
RGC: Retinal ganglion cell
RNA: Ribonucleic acid
RT-qPCR: Reverse transcription—quantitative polymerase chain reaction
SPARC: Secreted protein acidic and rich in cysteine
UTR: Untranslated region
WT: Wild type

# Supplementary material for: Integrated analyses of zebrafish miRNA and mRNA expression profiles identify miR-29b and miR-223 as potential regulators of optic nerve regeneration
**Source:** BMC Genomics. 2015 Aug 12;16(1):591. doi: 10.1186/s12864-015-1772-1
**Supplement:** Additional file 8: Table S5. — qPCR primers for validating putative miRNA target genes.

| Additional Table 5: qPCR primers for validating putative miRNA target genes | | |
| --- | --- | --- |
|  |  |  |
| RefSeq ID | Gene symbol | Sequence (5’-3’) |
| XM_685557 | *si:ch211-51a6.2* | Forward CACTACAGAGCTCAGGGCCTC |
|  |  | Reverse TCAGACAGGAAAAGCCAGTGT |
| NM_001076587 | *eva1a* | Forward TGCATTCCGGTACCACACAA |
|  |  | Reverse CAGTAGTGGCCTGCCTTTCA |
| NM_001123280 | *nefmb* | Forward CGAAATGGGAAATGGCTCGT |
|  |  | Reverse TCCAGCAGTTTCCTGTAAGCG |
| NM_199534 | *ina (zgc:65851)* | Forward GATCGCAGCATACAGGAAGC |
|  |  | Reverse ACGTGCGACTGGTTGGATAA |
| XM_688304 | *layna* | Forward CCAAAGATAAACCTCCTGCACAC |
|  |  | Reverse GGAAGTCCAGACACAACCGT |
| NM_001201393 | *smoc1* | Forward ACCGGTATGAAAGAAGCAGGT |
|  |  | Reverse TCGTCGTTGCATTCTGGGAT |
| XM_003201552 | *lrrn3* | Forward GCTGAACCTGAGCCAGACAT |
|  |  | Reverse TGCCTTCAGGGTGCATGTAG |
| XM_003199845 | *sb:cb252* | Forward CGCTGTGGTTTTCTCTGGTTG |
|  |  | Reverse ACGGCTCAAGTGGTACATGG |

# Supplementary material for: Integrated analyses of zebrafish miRNA and mRNA expression profiles identify miR-29b and miR-223 as potential regulators of optic nerve regeneration
**Source:** BMC Genomics. 2015 Aug 12;16(1):591. doi: 10.1186/s12864-015-1772-1
**Supplement:** Additional file 9: Table S6. — Oligonucleotide sequences used in luciferase constructs.

| Additional Table 6. Oligonucleotide sequences inserted into pmirGLO luciferase construct.  Italics show internal NotI site. Each putative miRNA binding site (as predicted by Targetscan Fish) is bolded. (S) sense primer; (AS) antisense primer. WT or MT represent wild-type or mutated binding sequences, respectively. |
| --- |

| Construct name | Oligonucleotide sequence (5’ – 3’) |
| --- | --- |
| si:ch211-51a6.2/223-WT | CTAGCTA*GCGGCCGC*T**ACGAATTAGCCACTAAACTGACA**AAACGTAAAATAGTCACGG **(S)** |
|  | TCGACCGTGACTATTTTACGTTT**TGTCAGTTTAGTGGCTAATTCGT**A*GCGGCCGC*TAG **(AS)** |
| si:ch211-51a6.2/223-MT | CTAGCTA*GCGGCCGC*T**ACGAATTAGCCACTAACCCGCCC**AAACG **(S)** |
|  | TCGACGTTT**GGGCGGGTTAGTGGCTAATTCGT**A*GCGGCCGC*TAG **(AS)** |
| lrrn3/223-WT | CTAGCTA*GCGGCCGC*TA**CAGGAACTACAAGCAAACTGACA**GAATG **(S)** |
|  | TCGACATTC**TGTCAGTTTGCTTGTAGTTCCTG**TA*GCGGCCGC*TAG **(AS)** |
| lrrn3/223-MT | CTAGCTA*GCGGCCGC*TA**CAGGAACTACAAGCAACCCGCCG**GAATG **(S)** |
|  | TCGACATTC**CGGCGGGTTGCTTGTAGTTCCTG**TA*GCGGCCGC*TAG **(AS)** |
| smoc1/223-WT | CTAGCTA*GCGGCCGC*TA**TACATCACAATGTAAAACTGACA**ACCGG **(S)** |
|  | TCGACCGGT**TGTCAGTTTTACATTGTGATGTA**TA*GCGGCCGC*TAG **(AS)** |
| smoc1/223-MT | CTAGCTA*GCGGCCGC*TA**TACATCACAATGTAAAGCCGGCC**ACCGG **(S)** |
|  | TCGACCGGT**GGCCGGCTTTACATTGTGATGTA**TA*GCGGCCGC*TAG **(AS)** |
| sb:cb252/223-WT | CTAGCTA*GCGGCCGC*TA**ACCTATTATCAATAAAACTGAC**TTGAATCTG **(S)** |
|  | TCGACAGATTCA**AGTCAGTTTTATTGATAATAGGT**TA*GCGGCCGC*TAG **(AS)** |
| sb:cb252/223-MT | CTAGCTA*GCGGCCGC*TA**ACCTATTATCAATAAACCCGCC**TTGAATCTG **(S)** |
|  | TCGACAGATTCA**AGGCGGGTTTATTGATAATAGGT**TA*GCGGCCGC*TAG **(AS)** |
| si:ch211-51a6.2/29b-WT | CTAGCTA*GCGGCCGC*TA**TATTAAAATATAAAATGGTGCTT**GATAG **(S)** |
|  | TCGACTATC**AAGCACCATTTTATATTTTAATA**TA*GCGGCCGC*TAG **(AS)** |
| si:ch211-51a6.2/29b-MT | CTAGCTA*GCGGCCGC*TA**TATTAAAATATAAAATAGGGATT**GATAG **(S)** |
|  | TCGACTATC**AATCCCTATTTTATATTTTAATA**TA*GCGGCCGC*TAG **(AS)** |
| eva1a/29b-WT | CTAGCTA*GCGGCCGC*TA**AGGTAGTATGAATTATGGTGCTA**TAGATG **(S)** |
|  | TCGACATCTA**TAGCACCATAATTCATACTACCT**TA*GCGGCCGC*TAG **(AS)** |
| eva1a/29b-MT | CTAGCTA*GCGGCCGC*TA**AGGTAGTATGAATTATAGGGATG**TAGATG **(S)** |
|  | TCGACATCTA**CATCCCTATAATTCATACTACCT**TA*GCGGCCGC*TAG **(AS)** |
| nefmb/29b-WT | CTAGCTA*GCGGCCGC*TA**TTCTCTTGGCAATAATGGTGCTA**CTTCAG **(S)** |
|  | TCGACTGAAG**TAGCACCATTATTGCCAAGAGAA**TA*GCGGCCGC*TAG **(AS)** |
| nefmb/29b-MT | CTAGCTA*GCGGCCGC*TA**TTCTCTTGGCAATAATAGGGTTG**CTTCAG **(S)** |
|  | TCGACTGAAG**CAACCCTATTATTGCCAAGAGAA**TA*GCGGCCGC*TAG **(AS)** |
| ina/29b-WT | CTAGCTA*GCGGCCGC*TA**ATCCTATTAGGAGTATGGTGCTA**ATTAG **(S)** |
|  | TCGACTAAT**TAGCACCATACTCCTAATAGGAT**TA*GCGGCCGC*TAG **(AS)** |
| ina/29b-MT | CTAGCTA*GCGGCCGC*TA**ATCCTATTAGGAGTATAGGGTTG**ATTAG **(S)** |
|  | TCGACTAAT**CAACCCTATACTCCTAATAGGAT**TA*GCGGCCGC*TAG **(AS)** |
| layna/29b-WT | CTAGCTA*GCGGCCGC*TA**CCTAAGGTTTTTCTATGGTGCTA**GATATG **(S)** |
|  | TCGACATATC**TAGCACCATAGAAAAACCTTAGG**TA*GCGGCCGC*TAG **(AS)** |
| layna/29b-MT | CTAGCTA*GCGGCCGC*TA**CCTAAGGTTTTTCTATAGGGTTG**GATATG **(S)** |
|  | TCGACATATC**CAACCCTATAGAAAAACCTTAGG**TA*GCGGCCGC*TAG **(AS)** |
|  |  |
|  | |

How the deposited data were processed for this re-analysis (not part of the article)

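Retinal RNA of zebrafish was measured on 8 one-colour Agilent arrays labelled with Cy3, 4 for control pools from intact fish and 4 for crush pools taken 3 days after optic nerve crush, with 4 fish in each pool. Groups and replicate numbers were taken from the sample labels and the paper's methods. The scanner files were used as deposited: they hold, for each spot, the median fluorescence intensity and the median intensity of the local background as the Feature Extraction software read them, with no correction or normalisation between arrays. The same files hold a processed signal, a fluorescence intensity that the scanner software had corrected for background and for trends across the array before the authors deposited it, and marks for spots that were outliers, saturated or well above background. The authors also deposited log2 values for every spot, and recomputing them from the scanner intensities showed that they were made with limma's normexp correction at an offset of 16 and quantile normalisation over all 45220 spots, control spots included. The paper's methods name the normal-exponential correction, the quantile normalisation, limma and the thresholds, and its text does not name the offset.

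From the scanner intensities, the background was corrected with normexp at an offset of 0, control spots were dropped, spots marked as outliers were set to missing, and the arrays were quantile normalised and taken to log2. The correction had been planned on the mean spot signal. The files were found to hold the median and not the mean, so the median was used throughout. The array carried 43803 spots of 43603 probes, and spots of the same probe were averaged. Probes with at least 2 values in each group were tested with lmFit and eBayes in limma 3.58.1 under R 4.3.3, without covariates, and the p-values were adjusted by the Benjamini-Hochberg method over the 43601 probes tested. A probe passed at an absolute fold change of 1.5 or more and an adjusted p of at most 0.05. A gene was counted as over-expressed when at least 1 of its probes passed upwards and as under-expressed when at least 1 passed downwards, so that a gene can be counted in both. Where a single value is given for a gene, it is that of its brightest probe, the one with the highest mean log2 signal over the 8 arrays, and other probes are given where they differ. Permutation tests were exact, two-sided and over the 70 ways to relabel 4 against 4 pools. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

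Of 27369 probes with a RefSeq accession, 25598 were matched to a gene symbol through a table of zebrafish RefSeq genes of assembly GRCz12tu, without versions, and 30 probes were named through identifiers that the paper pairs with a name. Together 25621 probes (58.8%) stood for 13160 genes with a symbol. The remaining probes, 8728 of them with an Ensembl transcript identifier, kept the identifier of the file, and genes were counted over 28389 symbols and unmatched identifiers. Coordinates of that assembly were not used. The genes named in the text are every gene that the paper names for these arrays and that was matched and printed here, and, among genes past the thresholds that the paper does not name, the 5 with the largest rise and the 5 with the largest fall, read from the brightest probe, with a gene symbol, well above background on all arrays of the higher group and with no overlap between the groups. Any other gene is said to have been singled out after its values were seen.

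Gene lists were tested with camera in limma at an inter-gene correlation of 0.01, on 1 probe per gene with a symbol and a value on all 8 arrays, and adjusted over the 9 lists that stand for processes in the paper and separately over 14 lists of cell types or tissues. The 9 are ribosome biogenesis, ncRNA processing, microtubule genes, replication and mitosis, integrins, potassium, calcium and sodium channels and olfactory receptors. The 14 are retinal ganglion cells, rods, cones, bipolar cells, amacrine and horizontal cells, Muller glia, myeloid cells, red blood cells, lens, skeletal muscle, skin and cornea, pigment epithelium, optic nerve oligodendrocytes and collagens. The lens list was written by the stem of the crystallin symbols and with it takes in 10 cryptochrome, cryl and cryz genes. Fisher's exact test compared the called members of a list with all tested genes that have a symbol.

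The steps were tested on simulated data. In a simulation of the comparison between crush and control over 43192 probes, with a log2 change of 1 put into 200 of the brighter probes, 146 (73%) were recovered and 2 unchanged probes passed, and no probe passed when none had been changed. The share for dim probes was not simulated. Among 10 simulated lists, camera and fry each called the 1 that was shifted and none of the others. The simulated probes were drawn independently, so that the genes of a list were not correlated. The simulation therefore says nothing of false calls that correlation between the genes of a list may give.

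The alternatives were offsets of 16 and 50, no background correction, the processed signal scaled to the 75th percentile of each array, median scaling, cyclic loess, keeping the spots marked as outliers, the authors' log2 values, a filter that keeps probes well above background on all 4 arrays of at least 1 group, an intensity trend or array weights in the fit, the replicate number as a block, leaving out each array in turn, an absolute log2 fold change of 1.5 in place of the fold change of 1.5, an adjusted p of 0.01, the mean of a gene's probes, each other probe of a gene, and, for gene lists, fry, an estimated inter-gene correlation and Fisher's exact test. All 35 splits of the 8 arrays into 4 and 4 were fitted in the same way.

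Precision is limited by the number of arrays and, for dim probes, by the background, from which between 72.5% and 84% of the spots of an array stood out. A probe not well above background on any array of a group is given a bound in place of a fold change, and where its fitted value is printed it is said to rest on signals near the background. Such a bound holds for the main processing only. The microRNA arrays, the RT-qPCR and the luciferase assays were not analysed here, Gene Ontology and pathway annotation were not used here, and microRNA seed sites were not searched, because no transcript sequence was used here.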

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

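The tests of lens tissue in the control pools were chosen only after the lens genes had been seen, and so was the comparison of the genes below with the lens list.

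Among 84 groups of 4 pools, covering array measures, spike-in controls, gene lists and the Table 4 genes, 6 held a pool that lay apart by Dixon's test, in which the gap to the nearest other pool is set against the range of the group. Chance gives about 1 in 20 such groups, so that a large part of the 6 may be chance. Leaving out control pool 2, which was the pool apart in 4 of the 6, gave 695 called probes in place of 1201.

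On control array 2 the scanner software had marked 382 spots as outliers, against 6, 10 and 21 on the other control arrays and 8 to 17 on the crush arrays. This array also had the largest share of spots well above background, 84%. The marks are set within an array before any normalisation, and no biological explanation was tested. A local defect on that array is a candidate explanation, but where the spots lie was not tested. Keeping these spots left 799 of the 825 higher and 366 of the 376 lower probes called, with 1169 calls in all, so that the marked spots account for few of the calls.

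On control array 2 the brightest probe of nefmb stood at 7.15, against 6.61, 6.60 and 6.63 on control arrays 1, 3 and 4. Its second probe was also highest there, at 7.16. Without control pool 2 the log2 fold change of nefmb was -1.18 and no longer passed (adjusted p = 0.077). The call was lost in 6 of the 8 sets of 7 arrays, so that this loss is not particular to control pool 2, and the second probe kept its call in all 8. A higher level of ganglion cell genes in that pool was not seen, since the mean of the ganglion cell list on control array 2 was -0.07 from the mean of the control pools. Chance, or something in that pool that the list does not capture, stays open.

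The calcium channel list stood at -0.34 in crush pool 4, against -0.21, -0.22 and -0.22 in crush pools 1 to 3, as the mean difference from the control pools. Without crush pool 4 its mean log2 fold change was -0.22 and its adjusted p 0.00234, so the list does not rest on that pool. In the same pool the amacrine and horizontal cell list was lowest, at -0.53, and the replication and mitosis list highest, at 0.76. A different cell mix, or a further response to the crush, in crush pool 4 could give these values, and the cell lists do not tell these apart.

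The olfactory receptor list stood at -0.0610 on control array 2, against 0.02, 0.02 and 0.03 on the others, a difference that lies near the background of the array. Without control pool 2 its adjusted p was 0.00106. Since 36 of its 49 genes were not well above background on any array, a small difference in background between arrays is a candidate explanation that this list cannot exclude.

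The skeletal muscle list stood at 0.54 in control pool 3 and at -0.10, -0.22 and -0.23 in control pools 1, 2 and 4. More muscle tissue in that pool is a candidate explanation. Of its 3 most abundant genes, eno3 was highest there among the control arrays, at 15.44 against 14.99 to 15.34, while mybpc2b was 17.73 on control array 3 and from 17.59 to 17.76 on the others, and acta1a was 13.84 and from 13.47 to 14.13. Such a high level would hide a small addition, so these genes do not decide it. Without control pool 3 the list was still lower after crush, with a mean log2 fold change of -0.21 (camera, adjusted p = 0.0134).

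One spike-in control, added in known amount before labelling, read 12.77 on control array 2 and 12.93, 12.92 and 12.90 on the others. Spike-in controls carry no biology, but these values were read after quantile normalisation, which depends on all probes. Without normalisation the same control read 12.89, 12.78, 12.56 and 12.87 on control arrays 1 to 4. Control array 2 was therefore apart only after normalisation. The difference after normalisation is of about the size of the largest difference between the groups among the 7 spike-in controls that could be read. That difference was 0.119 on the log2 scale, which is far below the fold threshold of 0.585.

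The paper does not name the following genes, which have the largest changes among those that passed and had no overlap between the groups, by which they were chosen. The 5 largest rises were those of tmx2a, with a log2 fold change of 3.45 (standard error 0.30, adjusted p = 0.00104), tmem154, with 3.31 (0.27, 0.00151), stm, with 3.24 (0.49, 0.0125), stx11b.2, with 3.19 (0.30, 0.00151), and mych, with 3.11 (0.25, 0.000896). The control signal of tmem154 and stx11b.2 was well above background on 1 control array each, that of tmx2a on 2 and that of stm on 3, so that the size of these rises is uncertain. The value of tmem154 on control array 2 was a marked spot, and with such spots kept its log2 fold change was 2.65 and did not pass (adjusted p = 0.0534). All 5 probes of stm passed, but the brightest did not without crush pool 3 (adjusted p = 0.0501) or with the replicate block. The other 4 genes kept their call with each pool left out.

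The 5 largest falls were those of hapln4, with a log2 fold change of -1.35 (standard error 0.23, adjusted p = 0.0189), crygm2d12, with -1.27 (0.28, 0.0484), c2cd4a, with -1.23 (0.19, 0.0135), or30by3, with a fitted value of -1.22 (0.24, 0.0360) that rests on crush signals near the background, and pou4f4, with -1.21 (0.14, 0.00368). Only pou4f4 kept its call with each pool left out. The call of c2cd4a held in 7 of the 8 sets of 7 arrays, that of hapln4 in 4, that of or30by3 in 1 and that of crygm2d12 in none, with the highest adjusted p, 0.0515, 0.0666, 0.110 and 0.129, without crush pool 2 for c2cd4a and crush pool 3 for the others. With all 8 arrays, crygm2d12 lost its call with the 75th percentile (adjusted p = 0.0562) and or30by3 with an offset of 50, at a fitted value of -0.52, and with the replicate block, while the other 3 kept theirs in all settings on the same probe. On no crush array was or30by3 well above background, so that only a bound can be given for its fold change. The bound was at least 2.06-fold lower in the main processing, and the place of or30by3 among the 5 by the fitted value is uncertain. The stem of the lens list takes in crygm2d12, and lens tissue in the control pools may have given its fall.

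The splits of the arrays were compared over all probes and say nothing of a single gene, so that chance stays open for each of these 10 genes as far as its adjusted p and the sets of 7 arrays leave it. A shift between slides at labelling or later is argued against by the spike-in controls well above background, at 0.119, but not for tmx2a, tmem154, stm, stx11b.2 and or30by3, which were near the background on some or all arrays of 1 group. A shift that arose before labelling, with the slides or with the handling of the pools, stays open, because the groups and the slides cannot be told apart. An effect of the crush on these genes is among the open explanations, as a hypothesis found and tested on the same arrays.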

How the results depend on the processing

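The tests on the authors' log2 values with the mean of a gene's probes, and those on the spike-in controls under other scalings, were chosen only after the data had been seen.

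The count of probes past the thresholds, 1201, stayed within 1.5 times of that value with offsets of 16 (1184) and 50 (909), without background correction (1121), with the 75th percentile (1566), with cyclic loess (1242), with the spots marked as outliers kept (1169), with the authors' log2 values (1187), with the filter on dim probes (1458, of 32454 tested), with an intensity trend (1377) and with array weights (1667). It left that range with median scaling, which gave 2380 probes and 1972 genes, 1139 of them under-expressed. Of the 825 higher and 376 lower probes, 759 and 347 passed there too. The 75th percentile gave 810 under-expressed genes, an offset of 50 gave 181, and the authors' values with the mean of the probes gave 228. Stricter thresholds lowered the counts by construction. An absolute log2 fold change of 1.5 left 227 probes and 157 genes, 138 over- and 19 under-expressed, and an adjusted p of 0.01 left 362 probes and 267 genes, 203 over- and 64 under-expressed. With 1 array left out the count ran from 477 to 1530 probes and from 365 to 1227 genes, 262 to 781 over-expressed and 103 to 449 under-expressed. The lowest counts came without crush pool 2 and the highest without control pool 4, although fewer arrays alone lower the power. Apart from the stricter thresholds and the smaller number of arrays, the cause was not tested.

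Of the 173 values of the Table 4 genes under other settings, 142 kept their direction and their side of the thresholds, 29 lost the call and 2 gained it. Both gains were for eva1a, at -1.05 with another probe and at -0.71 with the authors' values and the mean of the probes. The losses outside the sets of 7 arrays were layna at -0.49 with an offset of 50, lrrn3 at -0.53 with median scaling, nefmb at -1.97 with the 75th percentile (adjusted p = 0.0521), and the 4 genes given with the replicate block. With 1 array left out the log2 fold change ran from -0.54 to -0.45 for eva1a, -1.04 to -0.76 for layna, -1.47 to -1.15 for nefmb, -2.29 to -1.89 for ina, -1.32 to -1.03 for si:ch211-51a6.2, -1.42 to -1.18 for smoc1, -0.71 to -0.56 for lrrn3 and 5.93 to 6.40 for sb:cb252. In those sets layna and si:ch211-51a6.2 lost the call in 5 of 8, nefmb and lrrn3 in 6 and the other genes in none. An offset of 50 draws the log2 fold changes of dim probes towards 0 by construction, and for the rest the cause was not tested.

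The lists for ribosome biogenesis, microtubule genes and potassium channels kept an adjusted p of at most 0.05 under every alternative that was run, and no list at the claims changed direction. Fisher's exact test gave 0.268 for ncRNA processing, 0.209 for the sodium channels and 1 for the olfactory receptors, of which no listed gene passed. The estimated inter-gene correlation gave 0.104 for replication and mitosis and for the calcium channels, and 0.141 for the integrins. The integrins were also above 0.05 with offsets of 16 (0.0595) and 50 (0.0870), without background correction (0.0904), with the 75th percentile (0.375), median scaling (0.273), the authors' log2 values (0.0559) and the filter on dim probes (0.167). The olfactory receptors had no value under that filter, which leaves fewer than 3 of them. With 1 array left out the adjusted p ran from 0.031 to 0.0781 for the integrins, and the other 8 lists kept it at or below 0.05, the highest being 0.0133 for the sodium channels without control pool 4. The cause was not tested.

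Of the cell type lists, the ganglion cells, rods, amacrine and horizontal cells, lens and muscle kept an adjusted p of at most 0.05 with each array left out, and Muller glia and skin and cornea never reached it. The estimated correlation gave 0.389 for the ganglion cells, the amacrine and horizontal cells, the lens and the muscle, 0.336 for the rods, 0.590 for the myeloid cells and 0.519 for the red blood cells, so that no list kept its call there. Under fry the value was 0.0621 for the amacrine and horizontal cells, 0.315 for the myeloid cells, 0.409 for the red blood cells, 0.129 for the lens and 0.149 for the muscle. The red blood cells also rose to 0.0636 with the 75th percentile, and the cones and the bipolar cells both fell to 0.0466 with cyclic loess. With 1 array left out the adjusted p ran from 0.000666 to 0.322 for the cones, 0.0291 to 0.158 for the bipolar cells, 0.000151 to 0.158 for the myeloid cells and 0.000464 to 0.130 for the red blood cells, and the call changed without control pool 4 for the cones, without control pool 1 or crush pool 1 for the bipolar cells, without control pool 3 or crush pool 4 for the myeloid cells, and without control pool 2 or crush pool 2, 3 or 4 for the red blood cells. The direction turned for lists with no difference between the groups: for the pigment epithelium without control pool 2 (0.345), control pool 3 (0.840) or crush pool 1 (0.813), in a range from 0.231 to 0.952, for the oligodendrocytes without control pool 4 (0.696) or crush pool 2 (0.663), in a range from 0.343 to 0.980, and for the collagens without control pool 2 (0.941) or with the filter on dim probes (0.692), in a range from 0.619 to 0.995. The cause was not tested.

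Of 1774 values of the 80 other named genes under alternatives, 1549 kept direction and call, 158 lost the call, 59 gained it and 8 changed sign. The sets of 7 arrays gave 640 of these values, with 529 unchanged in call, 108 lost and 3 gained. The other probes of the same genes gave 96, with 69 unchanged, 8 lost, 12 gained and 7 of opposite sign. Those 7 were tubb4bl at 0.0101, serping1 at 0.20, ryr1b at 0.000368 and 0.0886, cdc45 at -1.03, gjc4b at -0.81 and gins2 at 0.95. The remaining change of sign was that of itgb1b.2, at -0.27 with the 75th percentile. An offset of 50 took the call from 7 genes and the 75th percentile from 6, while array weights and median scaling each gave a call to 6. The cause was not tested.

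Replicate numbers are shared by the groups, and the deviations of same-numbered control and crush pools from their group means were correlated at 0.01, -0.12, 0.02 and 0.18 across probes for numbers 1 to 4. The pools therefore share only a number, and the fit with the replicate block is given for completeness. That replicate block left 482 probes and 379 genes, 276 over- and 104 under-expressed, with 334 of the higher and 102 of the lower probes in common with the fit without it. Among the Table 4 genes layna (-0.94, adjusted p = 0.0671), nefmb (-1.30, 0.0988), si:ch211-51a6.2 (-1.16, 0.0844) and lrrn3 (-0.63, 0.0829) lost the call at the same log2 fold change, and of the named genes 17 of 80 did. The cones (0.0183) and the bipolar cells (0.0314) passed under it.

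The largest difference between the groups among the spike-in controls well above background, 0.119, was 0.113 after median scaling, 0.119 with an offset of 16 and 0.205 without normalisation. Where these differences come from was not tested.

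Signal over background limits the dim probes. Of the probes tested, 5250 were well above background on no array, 8043 on 1 to 7 arrays and 30308 on all 8, and the median log2 fold change of the 3 classes was 0.01, -0.02 and -0.02. For 112 of the called probes only a bound can be given, and 41 more were near background in both groups.

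The slide as a block was not run, because each slide holds 1 group. The planned correction on the median signal in place of the mean is the one used throughout. The seed sites of the microRNAs, with a wider site type and with measured genes alone, were not run, and the intensity trend and the array weights were applied to single probes and not to gene lists.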

Differences from the paper's values

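The tests on the authors' log2 values with the mean of a gene's probes, and every comparison below that names them, were chosen after seeing the values.

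The paper counts 198 genes under-expressed, and 346 were found here. Of the alternatives set before the data were examined, the value lay within 1.5 times of the paper's with an offset of 50 (181), without background correction (273), with the mean of a gene's probes (247), and without control pool 1 (188), control pool 2 (178), crush pool 1 (248) or crush pool 4 (193). It did not with an offset of 16 (300), the 75th percentile (810), median scaling (1139), cyclic loess (326), the spots marked as outliers kept (339), the authors' log2 values (312), the filter on dim probes (432), an intensity trend (396), array weights (492), the replicate block (104), without control pool 3 (127) or 4 (449) or crush pool 2 (103) or 3 (113), an absolute log2 fold change of 1.5 (19) or an adjusted p of 0.01 (64). The authors' log2 values with the mean of a gene's probes, a setting chosen after seeing the values, gave 228. The counts of probes past the threshold, genes past the threshold and genes over-expressed, for which the paper gives 804, 657 and 459, were 1201, 947 and 603 here, within 1.5 times of the paper's.

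Table 1 gives a fold change of 5.0 for txn, a symbol that is a synonym of 2 genes. The fold change of txna was 1.34, and no alternative brought it within 1.5 times of the paper's value, where the fold change of txn as txna ran from 1.27 to 1.44. The other gene, txnb, had a fold change of 5.07.

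Table 4 gives a fold change of 0.50 for ina, and 0.233 was found here. Of the alternatives set before the data were examined, the other probe of ina gave 0.334, within 1.5 times of it. No other one did, the range being 0.204 to 0.269, and neither did the authors' log2 values with the mean of the probes (0.282), a setting chosen after seeing the values. Table 2 gives 0.28 for the same identifier, and the bar of ina stands at about 0.28 in Fig. 7, read by eye. For the 8 genes of Table 4 in the order of that table the paper's fold changes are 0.61, 0.45, 0.28, 0.50, 0.57, 0.41, 0.65 and 52.90. The bars of the same genes stand at about 0.71, 0.61, 0.45, 0.28, 0.50, 0.41, 0.65 and 52 in Fig. 7, read by eye. The values of the table from eva1a to ina thus equal the bars 1 gene further down. The authors' log2 values with the mean of the probes, chosen after seeing the values, gave 0.610, 0.607, 0.459, 0.282, 0.502, 0.409, 0.646 and 52.9 for these genes. For layna, nefmb and ina these values lie near the bar of the same gene and not near the table. For eva1a the value equals that of the table and not its bar, so that a shifted table is not shown for eva1a.

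Other statements of the paper were set against the calls made here. The paper lists ca4a among the under-expressed genes, and its brightest probe had a log2 fold change of -0.38 and did not pass. Both of its other probes passed, as did the mean of its probes and the authors' log2 values with the mean of the probes (-0.95), a setting chosen after seeing the values. Of the 6 transcription factors of eye development, vax1 did not pass (-0.70, adjusted p = 0.0508). It passed with offsets of 16 and 50, without background correction, with the 75th percentile, cyclic loess, the spots marked as outliers kept, the authors' log2 values, the filter on dim probes, an intensity trend and array weights, and with the authors' values and the mean of the probes, chosen after seeing the values (-0.68). Of the neuropeptide and receptor genes, drd2a (-0.64, adjusted p = 0.0614) and pdyn (-0.81, adjusted p = 0.0689) did not pass. The gene drd2a passed with its other probe, the mean of its probes, an offset of 16, median scaling, the authors' log2 values, the filter on dim probes, an intensity trend, array weights, without control pool 1, and with the authors' values and the mean of the probes, chosen after seeing the values (-0.66). The gene pdyn passed with an offset of 50, without background correction, with median scaling, the authors' log2 values, the filter on dim probes, array weights and without control pool 4.

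The paper names crmp5a among the over-expressed genes of axon guidance. For crmp5a, now dpysl5a, the brightest probe was at 0.46 and did not pass, and it did with its other probe (0.94), with the mean of its probes and with the authors' values and the mean of the probes, chosen after seeing the values (0.69). Table 4 lists eva1a as under-expressed, and its brightest probe was at -0.50, below the fold threshold. It passed with another probe (-1.05), with the mean of its probes and with the authors' values and the mean of the probes, chosen after seeing the values (-0.71).

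Of the 8 measured genes that Fig. 4b names as under-expressed, 2 passed and 6 did not, although all 8 were lower. Among the 6, chrna6 passed with an offset of 16, without background correction, with the 75th percentile, median scaling, the authors' log2 values, the filter on dim probes, an intensity trend, array weights and with the authors' values and the mean of the probes, chosen after seeing the values (-0.61), chrna7a passed with the 75th percentile, median scaling and the filter on dim probes, and efna2a passed with that filter. Of the 42 measured genes of Fig. 4a, 25 were over-expressed, and ywhag1, one of the rest, fell by 0.23 with its brightest probe and by 0.89 with its other probe (adjusted p = 0.0366). No setting called ywhag1 over-expressed. Of the other 16, mcm5 and hbegfb passed with offsets of 16 and 50, without background correction, with median scaling, the authors' log2 values, the filter on dim probes, an intensity trend and array weights, and also without control pool 4 for mcm5 and without crush pool 1 for hbegfb. The same 8 settings and cyclic loess called plk1. The gene chek2 passed with an offset of 50, without background correction, with median scaling, the filter on dim probes and array weights and without control pool 4, and bcl2l1 passed with median scaling and array weights. The discussion of the paper has the tubulins and beta-actin over-expressed. Of 20 genes for these names and the neurofilaments, 6 were over-expressed by their brightest probe. That of actb1 was at 0.49 and did not pass, and 3 of its 7 probes did, as did the brightest with the 75th percentile and median scaling, while actb2 passed with no probe and no setting. Median scaling also called tuba5, tuba7l, tuba8l3 and tuba8l4, and tuba7l passed with the 75th percentile and without crush pool 1 and tuba8l4 with another probe. The gene tuba8l3 further passed with offsets of 16 and 50, without background correction, with the authors' log2 values, the filter on dim probes, an intensity trend and array weights, and with the authors' values and the mean of the probes, chosen after seeing the values. The gene tubb4bl went the other way. It passed downwards with another probe (-0.61, adjusted p = 0.0133) and, by its brightest probe, with array weights (-0.59, adjusted p = 0.0331).

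The authors' values with the mean of the probes, chosen after seeing the values, also lost calls that the paper makes and that were made here, those of tbr1b (-0.50, below the fold threshold) and serping1 (-0.28, adjusted p = 0.0808).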

Other observations

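The tests of the spike-in controls near the background, of lens tissue in some control pools, of lens tissue in control pool 1 and of the time of day were chosen only after the result was seen. So were the genes named from the cell type lists, the number of over-expressed ganglion cell genes taken as enough to exclude loss alone, and the demand that the myeloid list keep its call with each pool left out.

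The separation of the groups was set against chance. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave 1201 probes past the thresholds. One other split gave 1 probe and the rest gave none. The other splits mix control and crush arrays, so that a difference between the groups adds to the spread within them and few calls were to be expected. The real split ranked first of 35, and the splits cannot argue against chance more strongly than that. The control arrays were on one slide and the crush arrays on another. The spike-in controls were read after the same background correction and a quantile normalisation that kept the control spots and the spots marked as outliers. Among the 7 of 10 that could be read, the largest difference between the groups was 0.119 on the log2 scale, against a fold threshold of 0.585. For probes well above background this argues against a shift at labelling, hybridisation or scanning that would pass the threshold. For probes near the background it is not shown. The other 3 spike-in controls were near the background, and 1 of them was lower on every crush array than on every control array, by 0.192 on average (exact permutation test, p = 0.0286), and by 0.523 after median scaling. The remaining ones differed by -0.078 and -0.027 after quantile normalisation. After median scaling they differed by -0.251 (exact permutation test, p = 0.0286) and -0.384 (p = 0.0857), so that all 3 were lower after crush there. The spike-in controls are added after the RNA is made and say nothing of the dissection, the RNA extraction or the time of sampling, for which the slide, the batch and the crush cannot be told apart.

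Genes of retinal ganglion cells fell as a list. Of 31 measured genes, 23 were lower after crush, with a mean log2 fold change of -0.33, 12 under-expressed and 5 over-expressed (camera, adjusted p = 3.92e-05; fry, adjusted p = 0.0430). The paper picked 14 of the 31 genes from these arrays, so that the list is not independent of it, and 29 were well above background on all arrays. Loss of ganglion cells alone would lower all their abundant genes, and the 5 over-expressed genes argue against it as the whole explanation. These were gap43, tubb5, nefma, stmn2a and stmn2b. The first 3 kept the call with each pool left out, and stmn2a (0.75, adjusted p = 0.0243) and stmn2b (0.88, adjusted p = 0.0239) did in 2 of the 8 sets of 7 arrays. Of the 5 most abundant genes of the list, tubb5 and stmn2b rose, rbpms2a fell (-1.47, adjusted p = 0.00566), and sncga (-0.28) and sncgb (-0.66) did not pass. A smaller loss together with a rise of growth genes in the surviving cells may still be part of the pattern, and so may a change of expression without loss. These genes may also be expressed in other neurons, which was not measured here.

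Other retinal cell types were read in the same way. The list of amacrine and horizontal cells fell, with 19 of 22 genes lower, a mean of -0.32 and 2 under-expressed (camera, adjusted p = 4.54e-05), although the call was lost under fry. These 2 were calb2a and calb2b. The rod list fell with 19 of 22 genes lower and a mean of -0.22, although no gene passed (camera, adjusted p = 0.000761; fry, adjusted p = 0.00143). No difference was detectable for bipolar cells (14 genes, mean -0.18, 1 under-expressed, adjusted p = 0.0619), cones (21 genes, mean -0.15, adjusted p = 0.0985) or Muller glia (25 genes, mean -0.09, adjusted p = 0.140). Under cyclic loess the bipolar and cone lists reached 0.0466. The 1 bipolar gene was gng13b. Nor was one detectable for pigment epithelium (16 genes, mean 0.00 and median -0.06, adjusted p = 0.855), skin and cornea (28 genes, mean 0.20, 2 over-expressed, adjusted p = 0.583), optic nerve oligodendrocytes (8 genes, mean 0.09, adjusted p = 0.935) or collagens (17 genes, mean 0.06 with a test in the downward direction, 1 under-expressed, adjusted p = 0.855). The genes that passed there were agr2 and pycard for skin and cornea and col8a1a for the collagens. None of the falls held with an inter-gene correlation estimated from the data.

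Lens genes were lower after crush. Of 69 measured genes, 65 were lower, with a mean log2 fold change of -1.41 and a median of -1.10 (camera, adjusted p = 2.27e-11), but the call was lost under fry (0.129) and with the estimated correlation (0.389), and 1 gene, crygm2d12, was under-expressed. The paper names none of the 69, 42 were well above background on all arrays, and 10 are cryptochrome, cryl or cryz genes that the stem takes in and that are not lens genes. As differences from the mean of the control pools, the list stood at 2.03, -0.28, -0.72 and -1.03 in control pools 1 to 4 and at -1.36, -1.54, -1.40 and -1.33 in crush pools 1 to 4, and without the 10 genes at 2.37, -0.32, -0.86 and -1.19 and at -1.56, -1.78, -1.61 and -1.53. The SD among the control pools was 14.9 times that among the crush pools, and 52 of the 69 genes were highest in control pool 1. Among the abundant genes, crybb3 was 13.75 on control array 1, 10.15 to 11.42 on the other control arrays and 9.57 to 9.82 on the crush arrays, and crygm2d14 was 12.98, 9.85 to 10.77 and 8.55 to 9.48, while cryba4 did not stand out on control array 1, at 12.57 against 11.74 to 12.50 on the other control arrays and 10.97 to 12.14 on the crush arrays. Lens tissue carried into the dissection, most of it in control pool 1, is a candidate explanation that these values fit. Every control pool was above every crush pool (exact permutation test, p = 0.0286), and without control pool 1 the mean was still -0.74 (camera, adjusted p = 3.86e-10), so that control pool 1 alone does not give the whole fall. Less lens tissue in all crush pools, or a lower expression of crystallins in the retina after crush, stays open.

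Lens tissue in control pool 1 as a source of the called probes was tested by leaving that pool out. Of the 1201 called probes, 690 also passed in the same direction without it, and these do not rest on that pool. For the remaining probes the loss of an array and lens tissue in that pool cannot be told apart. The median ratio of the log2 fold changes of the 1201 probes without that pool to those with it was 1.00, which decides nothing, because the probes were chosen with that pool. A fit with the lens mean as a covariate was considered and not run.

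Other tissues that a dissection might add were tested with the same lists. Skeletal muscle fell, with 23 of 30 genes lower, a mean of -0.39 and 1 under-expressed gene, myhz1.2, through a probe near the background (camera, adjusted p = 0.0113), but not under fry (0.149) or the estimated correlation (0.389). Its abundant genes went both ways, mybpc2b at -0.11, eno3 at -0.39, acta1a at 0.46 and ckma at -0.53. Red blood cell genes were lower, with 15 of 18 and a mean of -0.36 (camera, adjusted p = 0.0216), also lost under fry (0.409) and the estimated correlation (0.519), and no gene passed. Uneven amounts of muscle, blood and lens in the pools are a candidate explanation for these lists. Of the members of these 3 lists, 2 were among the 947 genes past the thresholds. Other genes of these tissues, outside the lists or without a symbol, were not tested, so that the share of the 947 genes that such tissue may have moved is not known.

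The paper finds miR-223 raised, a microRNA of myeloid cells, and infiltrating myeloid cells were tested through their mRNAs. The myeloid list rose, with 25 of 31 genes higher, a mean of 0.32 and none past the thresholds (camera, adjusted p = 0.0128), which is what was predicted of infiltration. The call was not kept under fry (0.315), with the estimated correlation (0.590), without crush pool 4 (0.158) or without control pool 3 (0.0897). In the pools the list stood at 0.26, -0.08, -0.25 and 0.07 in control and at 0.13, 0.12, 0.27 and 0.77 after crush (exact permutation test, p = 0.114), and 18 of the 31 genes were highest in crush pool 4. Of its abundant genes cd74a was at -0.17, cd74b at 0.28, arpc1b at 0.34, nccrp1 at 1.24 and coro1a at 0.40, none of which passed. Infiltration in crush pool 4, infiltration in all crush pools and no infiltration cannot be told apart with 4 pools of this spread.

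The cone list varied more between pools of a group than between the groups, at 0.59, -0.26, 0.45 and -0.78 in control pools 1 to 4 and at 0.14, -0.03, -0.05 and -0.67 in crush pools 1 to 4. Since cone genes might follow the time of day, the list was set against the difference between 10 morning and 8 evening clock genes over the 8 pools. Pearson's r was -0.31 (permutation p = 0.448) and Spearman's rho -0.43 (permutation p = 0.299), and r was -0.47 without the 2 pools farthest from the median. Between the deviations from the group means r was -0.53 (permutation within the groups, p = 0.106). The clock difference itself was 0.34, 0.21, 0.02 and 0.42 in control pools 1 to 4 and -0.34, -0.32, -0.76 and 0.42 in crush pools 1 to 4, so that 3 crush pools lay below every control pool (mean difference -0.50, exact permutation test, p = 0.114). With 8 pools neither a relation nor a difference was detectable, and the time of sampling is neither excluded nor shown, either for the spread of the cone genes or as a difference between the groups. The times of sampling were not used here. No other list was set against the clock genes.

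The paper discusses socs3 and sfpq in relation to inhibition of regeneration. On these arrays socs3a had a log2 fold change of 0.86 (standard error 0.29, adjusted p = 0.155), socs3b of 0.39 (0.39, 0.622) and sfpq of 0.08 (0.11, 0.755), and none of the 3 passed. When adjusted over the list alone 1 of them had an adjusted p of at most 0.05. Without control pool 2, where it was highest among the control pools, socs3a passed with an adjusted p of 0.0433, and over the 8 sets of 7 arrays its adjusted p reached 0.306 without control pool 3.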
